# Leukocyte-associated immunoglobulin-like receptor-1 blockade in combination with programmed death-ligand 1 targeting therapy mediates increased tumour control in mice

**DOI:** 10.1007/s00262-023-03600-6

**Published:** 2024-01-18

**Authors:** Akashdip Singh, Eline T. A. M. Mommers-Elshof, Saskia V. Vijver, J. H. Marco Jansen, Susanne Gonder, Robert Jan Lebbink, Dominique Bihan, Richard W. Farndale, Louis Boon, Solomon Langermann, Jeanette H. W. Leusen, Dallas Flies, Linde Meyaard, M. Ines Pascoal Ramos

**Keywords:** NC410, Anti-PD-L1, Combination therapy, Collagen, Mouse tumour models

## Abstract

Collagen expression and structure in the tumour microenvironment are associated with tumour development and therapy response. Leukocyte-associated immunoglobulin-like receptor-1 (LAIR-1) is a widely expressed inhibitory collagen receptor. LAIR-2 is a soluble homologue of LAIR-1 that competes for collagen binding. Multiple studies in mice implicate blockade of LAIR-1:collagen interaction in cancer as a promising therapeutic strategy. Here, we investigated the role of LAIR-1 in anti-tumour responses. We show that although LAIR-1 inhibits activation, proliferation, and cytokine production of mouse T cells in vitro*,* tumour outgrowth in LAIR-1-deficient mice did not differ from wild type mice in several in vivo tumour models. Furthermore, treatment with NC410, a LAIR-2-Fc fusion protein, did not result in increased tumour clearance in tested immunocompetent mice, which contrasts with previous data in humanized mouse models. This discrepancy may be explained by our finding that NC410 blocks human LAIR-1:collagen interaction more effectively than mouse LAIR-1:collagen interaction. Despite the lack of therapeutic impact of NC410 monotherapy, mice treated with a combination of NC410 and anti-programmed death-ligand 1 did show reduced tumour burden and increased survival. Using LAIR-1-deficient mice, we showed that this effect seemed to be dependent on the presence of LAIR-1. Taken together, our data demonstrate that the absence of LAIR-1 signalling alone is not sufficient to control tumour growth in multiple immunocompetent mouse models. However, combined targeting of LAIR-1 and PD-L1 results in increased tumour control. Thus, additional targeting of the LAIR-1:collagen pathway with NC410 is a promising approach to treating tumours where conventional immunotherapy is ineffective.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00262-023-03600-6.

## Introduction

The extracellular matrix (ECM) is one of the major components of tumours providing mechanical support, modulation of the microenvironment, and a source of signalling molecules [1]. There is increasing evidence that the ECM plays a crucial role in tumour development and progression, but also strongly impacts response to therapy [2]. Collagen is the main ECM constituent and we have previously shown that blocking the interaction of collagen with leukocyte-associated immunoglobulin-like receptor-1 (LAIR-1) results in tumour control in humanized mouse models [3, 4].

LAIR-1 is an immune inhibitory receptor that is expressed on a wide variety of immune cells, including neutrophils, monocytes and T cells [5–7]. LAIR-1 signalling results in the suppression of several immune cell functions, e.g. dendritic cell activation and differentiation, and NK or T cell cytotoxicity [8, 9]. LAIR-1 binds collagens, including extracellular and transmembrane collagens [10], and proteins containing collagen-like domains, such as surfactant protein D (SP-D), complement component 1q (C1q) and collectin-12 [8, 11–13]. LAIR-1 binding to collagen is dependent on hydroxylation of proline residues by prolyl 4-hydroxylase, which allows for the formation of the collagen triple helix [14]. Other post-translational modifications, such as citrullination, can also influence LAIR-1 binding and signalling [15]. LAIR-1 can also inhibit immune cells through tumour-derived collagens and collagen fragments [14, 16].

Multiple factors can modulate the LAIR-1:collagen interaction. These include soluble forms of LAIR-1, which might be shed from the cell membrane, and LAIR-2, a soluble homologue of LAIR-1 [17]. Mouse and human LAIR-1 have similar affinity for collagen molecules, but mice do not have LAIR-2 [10, 18, 19]. Furthermore, the ECM is regulated differently between species [20]. While certain diseases, including connective tissue disorders or inflammatory disorders, are often associated with disruptions in genes encoding collagens and other ECM components in humans, in mice the disruptions are more commonly found in regulators of ECM production or modification, such as *Bmp4* and *Tgfb1* [21].

The autoimmune-like phenotype of programmed cell death protein 1 (PD-1)-deficient mice suggested a key role for PD-1 in immune regulation, prompting its development for cancer immunotherapy [22, 23]. In contrast to PD-1, unchallenged LAIR-1-deficient mice or mice exposed to colitis or experimental autoimmune encephalitis have no major inflammatory phenotype [24]. However, LAIR-1 deficiency enhances neutrophilic inflammation upon respiratory virus infection [25] and fibrosis in the bleomycin mouse model for scleroderma [26], indicative of an essential role in immune regulation. Additionally, one study showed that LAIR-1-deficient mice present exacerbation of disease in lung cancer models, but that LAIR-1 deficiency does not affect subcutaneous tumour growth [11]. In apparent contrast, we and others have previously shown that treatment with recombinant LAIR-2-Fc fusion proteins, such as NC410*,* inhibits tumour growth in humanized mouse models [3, 27]. NC410 is a LAIR-1 antagonist by binding to collagen with a higher avidity and may have additional effects besides blockade of LAIR-1 signalling [17, 28–30].

While the pre-clinical efficacy of NC410 has been reported, its immunological function remains largely unknown. Here, we studied the impact of LAIR-1 deficiency in murine tumour models and explored the mechanism behind NC410 treatment as monotherapy and in combination with known checkpoint blockers. Moreover, we compared the blocking capacity of NC410 between mice and men. These differences may influence the efficacy of drugs in humans where mouse models were employed during the development.

## Material and methods

### Cell lines

B16-F10 cells (RRID: CVCL_0159) and 2B4 NFAT-GFP reporter lines were cultured in RPMI 1640 (Gibco) supplemented with 10% foetal bovine serum (FBS) (Sigma-Aldrich) and 1% penicillin/streptomycin (P/S) (Gibco) at 37 °C and 5% CO_2_. MC-38 cells (RRID: CVCL_B288) were cultured in DMEM supplemented with 10% FBS and 1% P/S. Cell lines were tested for viral contaminants and genetically validated by short tandem repeat (STR) analysis (IDEXX BioAnalytics) before use in vivo. Cell lines were routinely screened for mycoplasma during culture periods. 2B4 reporter lines expressing hLAIR-1-CD3ζ and mLAIR-1-CD3ζ were described previously [10].

### Mice

Adult (8–21 weeks) C57BL/6N (Charles River, Germany) mice, or *Lair1*^+/+^ or *Lair1*^−/−^ on a C57BL/6N background (Taconic Biosciences) mice were used and maintained in the Central Laboratory Animal Research Facility of the University of Utrecht. MC-38 experiments were all performed in female mice, B16-F10 experiments were performed in male or female mice, as indicated. To generate sufficient mice, *Lair1*^+*/*+^ and *Lair1*^−/−^ mice were offspring of homozygous *Lair1*^+/+^ and *Lair1*^−/−^ breeding pairs. Mice were group housed in individually ventilated cages and acclimatized for at least 6 days after arrival. Mice were kept at a 12:12 dark:light cycle and received food and water ad libitum. Cages were enriched with a shelter and tissue paper.

All experiments were performed in accordance with international guidelines and approved by the local experimental animal welfare body and the Central Authority for Scientific Procedures on Animals. Mice were euthanized by cervical dislocation.

### In vivo tumour models

For the MC-38 experiments, cells were harvested, resuspended in 1:1 Matrigel (Corning)/ Hanks' Balanced Salt Solution (HBSS; Fisher Scientific) and 100,000 cells in 100 µl were injected s.c. in the right flank of the mice. For the B16-F10 experiments, B16-F10 cells were harvested, resuspended in PBS or 1:1 Matrigel/HBSS, and 50,000 cells, unless indicated otherwise, in 100 µl were injected s.c. in the right flank of the mice. Tumour growth was determined 3–5 times per week by calliper measurements (Dasqua), and tumour volume was calculated using the formula $$length\times width\times height$$. Mice were euthanized when tumour size reached 1500 mm^3^, if tumour tissue showed advanced necrosis or other adverse side-effects were observed. Mice that did not develop tumours throughout the experiment were excluded from figures. In some experiments, blood was collected weekly.

Treatments were prepared at a concentration of 1 mg/ml total antibody in sterile PBS, and 200 µl was administered i.p. twice a week from day 7 onwards. NC410 (human IgG1), anti-PD-L1 (rat IgG2A) and corresponding isotype controls were produced in-house by Nextcure, Inc. Anti-PD-1 (RMP1-14), anti-TGF-β (1D11) and corresponding isotype controls were produced in-house by JJP Biologics. Treatment groups were blinded for researcher measuring tumour outgrowth. Mice were randomly assigned to groups with similar average tumour size, and treatments were assigned to groups randomly using Excel.

### T cell stimulation assay

For T cell stimulation assays, indicated concentrations of anti-CD3ε (145-2C11, BD Biosciences) and 5 µg/ml anti-LAIR-1 (113, Invitrogen) or 5 µg/ml isotype control (eBio299Arm, Invitrogen) were immobilized overnight at 4 °C on U-bottom 96-well plate in 50 µl PBS. Spleens were then collected from wild type mice, and splenocytes were isolated by mechanical dissociation. Pan T cells were isolated from the splenocytes by manual magnetic-activated cell sorting (MACS) using the mouse Pan T Cell Isolation Kit II (Miltenyi Biotec), according to manufacturer’s instructions. Isolated T cells were then washed with PBS and stained with 1 µM CellTrace Violet (Invitrogen) in PBS for 7 min at 37 °C. Staining was quenched with 100% FCS, followed by two washes with RPMI + 10% FCS. 100,000 isolated T cells were then added to previously coated U-bottom 96-well plate and cultured for 3 days at 37 °C with 5% CO_2_.

After 3 days, supernatant and T cells were harvested, washed with FACS buffer (FB; PBS + 0.1% bovine serum albumin + 0.01% sodium azide), stained for surface markers (Supplemental Table 1) and viability dye (Fixable Viability Dye eFluor 780; eBioscience) for 25 min on ice, washed with FB and subsequently measured on LSRFortessa (BD).

### ELISA

Cytokine measurements for mouse granzyme B (R&D Systems #DY1865) and mouse interferon gamma (R&D Systems #DY485-05) were done according to manufacturer’s instructions, after 5 × dilution of harvested supernatants in ELISA diluent for granzyme B measurements, or after 5x (for samples stimulated with 0, 0.5 or 1 μg/ml anti-CD3 stimulation) or 20x (for samples stimulated with 2 or 4 μg/ml anti-CD3 stimulation) dilution in reagent diluent (0.1% BSA, 0.05% Tween 20 in Tris-buffered Saline (20 mM Trizma base, 150 mM NaCl)) for mouse IFN-γ measurements. Optical density at 450 nm and 570 nm, for wavelength correction, was determined on CLARIOstar (BMG Labtech).

### RNA sequencing and analysis

For stimulation, 2.5 μg/ml anti-CD3ε (145-2C11, BD Biosciences) and 2.5 µg/ml anti-LAIR-1 (2C7, in-house) or 2.5 µg/ml isotype control (in-house) were immobilized overnight at 4 °C on U-bottom 96-well plate in 50 µl PBS. Spleens from wild type mice were then isolated, and splenocytes were isolated using manual dissociation. Afterwards, cells were washed twice with FB. Cells were then stained for surface markers under constant agitation at 4 °C, after which cells were washed and resuspended in FB. Approximately 1 million naïve CD8^+^ T cells (TCRβ^+^CD8^+^CD62L^+^CD44^−^) per mouse were then sorted and resuspended at a density of 500,000 cells/ml. 100,000 naïve CD8^+^ T cells were then added to previously coated U-bottom 96-well plate and cultured for 6 h at 37 °C with 5% CO_2_. After 6 h, 200 μl of cells were harvested on ice and lysed in 600 μl TRIzol LS (Invitrogen).

Sequencing was performed at Single Cell Discoveries, a sequencing service provider located in the Netherlands. Total RNA was extracted using the standard TRIzol (Invitrogen) protocol and used for library preparation and sequencing. mRNA was processed as described previously, following an adapted version of the single-cell mRNA sequencing protocol of CEL-seq [31]. In brief, samples were barcoded with CEL-seq primers during reverse transcription and pooled after second strand synthesis. The resulting cDNA was amplified with an overnight in vitro transcription reaction. From this amplified RNA, sequencing libraries were prepared with Illumina Truseq small RNA primers. The DNA library was paired-end sequenced on an Illumina Nextseq™500, high output, with a 1 × 75 bp Illumina kit (R1: 26 cycles, index read: 6 cycles, R2: 60 cycles). Read 1 was used to identify the Illumina library index and CEL-seq sample barcode. Read 2 was aligned to the mouse mm10 reference transcriptome using BWA MEM [32]. Reads that mapped equally well to multiple locations were discarded. Mapping and generation of count tables were done using the MapAndGo script [33].

Differential gene expression analysis was done using DESeq2 (v1.38.3) [34], after which non-protein coding genes were filtered out using biomaRt (v2.54.0) [35]. Gene set enrichment analysis was performed using the clusterProfiler package (v4.6.0) [36]. Transcription (co-)factor analysis was performed using the RegEnrich package (v1.8.0) [37]. All analyses were performed using R (v4.2.2).

### Flow cytometry

For flow cytometry experiments, immune cells from spleen and lymph nodes were isolated using manual dissociation. Tumour tissue was dissociated using the mouse tumour dissociation kit (Miltenyi Biotec), according to manufacturer’s instructions. Single-cell suspensions were prepared, washed with FB, before staining for surface markers for 25 min on ice. Cells were again washed with FB and acquired on LSRFortessa. For intracellular staining, cells were fixed and permeabilized after surface staining using the FoxP3 Staining Buffer Set (eBioscience), according to manufacturer’s instructions, before washing with FB, staining with intracellular markers for 25 min on ice, washing, and acquisition on LSRFortessa.

### Immunofluorescence

Slides from snap frozen tumours were fixed with 4% paraformaldehyde and blocked with Mouse BD Fc Block (BD #553142). Slides were then incubated with anti-collagen I (SouthernBiotech #1310–01) in PBS + 1% BSA for 1 h at room temperature (RT). After thorough washing with PBS, the slides were incubated with secondary donkey anti-goat IgG-AF488 (Invitrogen #A11055) diluted in PBS + 1% BSA for 30 min at RT. Slides were then stained with DAPI for 10 min at RT, washed and finally mounted with VectaMount Permanent Mounting Medium (Vector Laboratories) and Lack@home top coat nail polish (Finess Cosmetics), and allowed to settle before image acquisition on a Zeiss fluorescence microscope (Zeiss) using Zen software and ImageJ.

### 2B4 NFAT-GFP reporter assay

Overlapping synthetic peptides (Toolkits) for human collagen II and III and human LAIR-1-CD3ζ 2B4-NFAT-GFP reporter cell experiments were published previously [38]. Mouse LAIR-1-CD3ζ 2B4-NFAT-GFP reporter cell experiments were performed identically.

For NC410:collagen blocking experiments, Maxisorp 96-well plate (Thermofisher #442404) were coated with 5 µg/ml human collagen I (Sigma-Aldrich #C7774, lot #SLBV1411), 5 µg/ml mouse collagen I (Bio-Rad #2150–1425, lot #152452) in PBS by incubating for 3 h at 37 °C. Plates were washed with PBS twice and, if applicable, pre-incubated with indicated concentrations of NC410 (Nextcure lot #0027-NP045-045-1), or isotype Fc control (Nextcure lot #0027-NP097-102-1) in culture medium by spinning down for 5 min at 250 × *g* at RT and incubating for 2.5 h at 37 °C. 2B4-NFAT-GFP reporter cells were harvested by resuspending and seeded at 1 × 10^6^ cells/ml in 50 µl/well into the medium with fusion proteins and centrifuged for 3 min at 320×*g* at RT. Plates were incubated overnight at 37 °C with 5% CO_2_. The next day, cells were resuspended in FB and GFP expression was measured on a FACSCanto II (BD).

### Statistics

Data were plotted and analysed using GraphPad Prism (v9.3), R (v4.2.2) or FlowJo (v10.8.1). For in vivo experiments, sample sizes were determined a priori using G*power software (v3.1) with *α* = 0.05, power (1 − *β*) = 0.80 and equal group allocation sizes. Significance was determined by linear mixed-effects model, log-rank test, or Kruskal–Wallis one-way ANOVA or a two-way ANOVA followed by multiple comparison as applicable. *P* values below 0.05 were considered significant, and *p* values below 0.1 are indicated in each graph.

## Results

### LAIR-1 triggering inhibits T cell effector functions

To assess the functional role of LAIR-1 in mouse T cells, we performed in vitro T cell stimulation assays. LAIR-1 agonistic antibodies inhibited CD3-induced proliferation of CD4^+^ and CD8^+^ T cells purified from spleen (Fig. 1A). Similarly, anti-LAIR-1 agonistic antibodies reduced CD3-induced CD25 and CD69 expression, as a measure of T cell activation (Fig. 1B). LAIR-1 signalling also decreased granzyme B and IFN-γ production by splenic T cells (Fig. 1C).

**Fig. 1:**
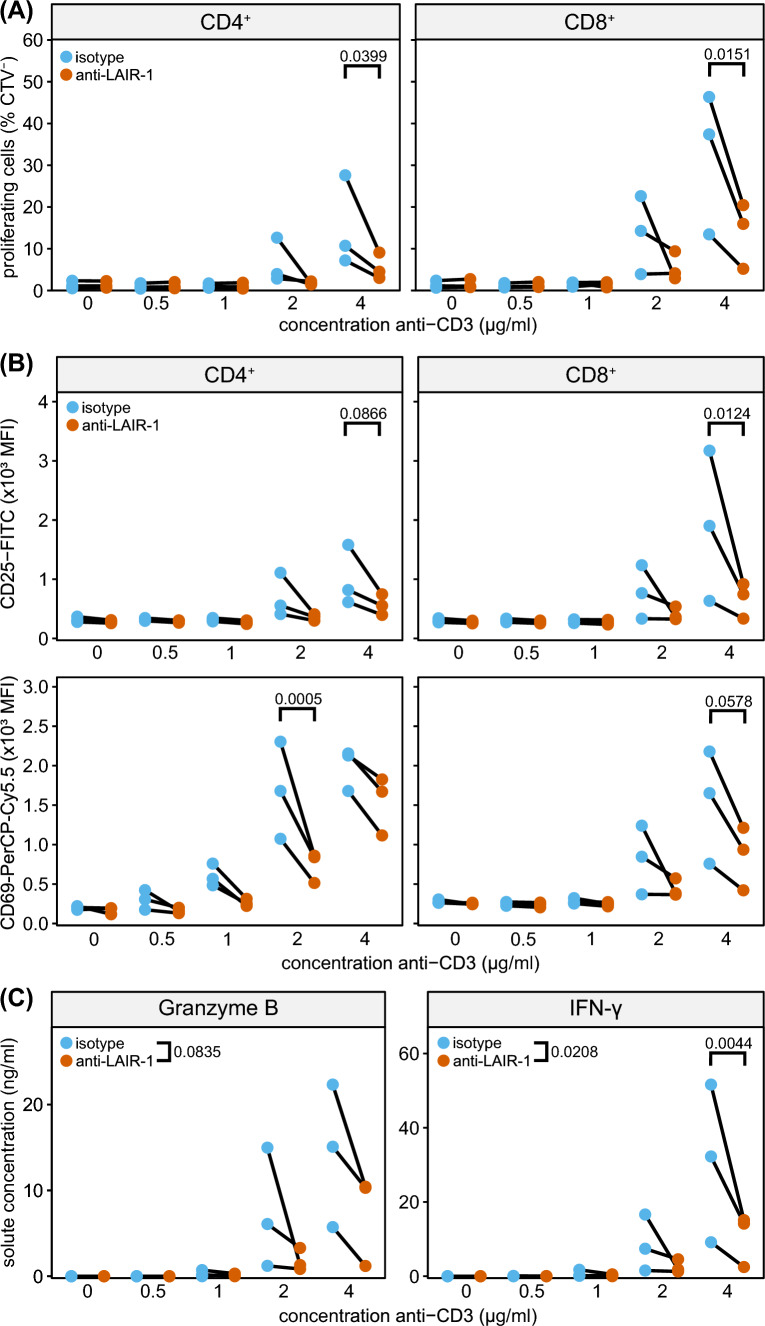
LAIR-1 triggering inhibits T cell effector functions. **A** Pan T cells were isolated from spleen and stimulated with indicated concentrations of immobilized anti-CD3 (clone 145-2C11), in the presence of an isotype control (blue) or an agonistic LAIR-1 antibody (clone 113, red) and proliferation was assessed after 3 days by flow cytometry for both CD4^+^ (left) and CD8^+^ (right) T cells. **B** As in **(A)**, but activation status of T cells, as determined by CD25 and CD69 surface expression, was assessed by flow cytometry. **C** Supernatant of cultures as in **(A)** was harvested and cytokine production of T cell cultures was assessed by ELISA. Graphs depict three mice from one representative experiment. Statistical significance was assessed by two-way ANOVA, for Granzyme B significance is indicated for overall effect of LAIR-1 ligation. *P *values below 0.1 are depicted

To determine which downstream pathways are regulated by LAIR-1, we performed RNA sequencing on naïve CD8^+^ T cells stimulated with CD3 in the presence or absence of anti-

LAIR-1 (Supplemental Figure 1A–B). 

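Naïve CD8+ T cells were sorted from the spleens of 3 wild type mice, and 100000 cells per well were kept for 6 h in wells coated with 2.5 µg/ml anti-CD3 together with 2.5 µg/ml of the agonistic anti-LAIR-1 antibody 2C7 or of isotype control. The RNA of each well was sequenced by an adapted CEL-seq protocol, in which each molecule is read near its polyadenylated end. The authors aligned the reads to the mouse mm10 transcriptome, discarded reads that mapped equally well to multiple locations, and deposited the number of reads counted on each gene symbol, without normalization. Each of the 6 stimulated libraries came from 1 mouse, and the same 3 mice gave the isotype and the anti-LAIR-1 libraries. Between 3478294 and 7725545 reads per library were counted on genes, with a median of 4883760 with isotype and 6204054 with anti-LAIR-1. At least 1 read was counted on 10816 to 11838 genes per library. At these depths, 3 counts corresponded to between 0.388 and 0.862 CPM (counts scaled to the library size in the usual unit of edgeR), and intervals and limits of this kind cover counting error only. Mitochondrial genes took 12.1% of the counts on average with isotype and 12.4% with anti-LAIR-1. The counts of 2 mice of the same group differed by 3.71 to 5.34 times the variance that sampling alone would give, so that no 2 libraries of a group were copies of each other. For comparison of genes, counts were normalized for library size by the TMM method and expressed as CPM.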

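Of 8547 protein-coding genes tested in the stimulated cells, 496 were differentially expressed with anti-LAIR-1 at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 8800 genes). Of these genes, 335 were higher and 161 were lower with anti-LAIR-1. All 496 had the same direction in each of the 3 mice, which their choice by p-value in these same mice favours. Of genes called in 2 of the mice, 96.0% on average kept their direction in the remaining mouse. An unadjusted p-value under 0.05 was reached by 1621 genes, or 19.0% of those tested, where 5% would be reached by chance. The mouse number was then added as a block, since the same mice gave both groups. Deviations from the group means correlated across genes with a mean r of 0.0682 between libraries of the same mouse. The mean r of -0.0343 between libraries of different mice follows from taking deviations within groups, so it is no separate evidence. Genes are also not independent replicates. With the block, 538 genes were differentially expressed, 361 higher and 177 lower, of which 465 were shared with the fit without it. DESeq2, the tool used in the paper, gave 415 genes, 256 higher and 159 lower, of which 381 were shared. The count moved most in DESeq2 with the mouse number as a block, to 221 genes. With each library left out in turn, between 287 and 419 genes passed. The coefficient of variation between mice that was left after sampling noise was 8.91%. In counts simulated at this depth and spread, 78.0% of 200 genes changed 2-fold were found, and 6.02% of the genes called were unchanged ones. Among differentially expressed genes, the 5 with the highest log2 fold change were Smpdl3a, S1pr1, Tmem194b, Cd55 and Cnp, and the 5 with the lowest were Lif, Gzmb, Igfbp4, Nek6 and Cish. S1pr1, Cnp, Gzmb and Cish passed in each of 16 other settings. For a single gene, the setting that keeps all genes repeats the reported fit, and shrinking DESeq2's fold changes keeps its adjusted p. Smpdl3a, Tmem194b, Cd55, Lif and Igfbp4 had mean counts of 15.3 to 20.7 per library, and DESeq2 left them out as too low. With each library left out in turn, Smpdl3a passed in 4 and Tmem194b in 2 of the 6 fits in edgeR, with adjusted p-values up to 0.0544 and 0.162, and Cd55, Lif and Igfbp4 passed in all 6. Nek6 passed in 14 of 15 other settings and was left out in the other.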

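To follow activation and adhesion in these cells, 38 genes of T cell activation and 38 genes of adhesion and migration were listed by hand before the data were examined. None of them was labelled in Supplemental Figure 1 or named in the text from these data, and no Gene Ontology terms were tested here. Of the activation panel, 33 genes were expressed highly enough to be tested, and their median difference between anti-LAIR-1 and isotype in log2 CPM (prior count 2) was -0.24, with 26 genes lower and 7 higher. In the single mice, the median difference of this panel was -0.10, -0.31 and -0.16. Compared with all other genes, the shift of the activation panel did not pass 0.05 (adjusted p = 0.165 over the 2 panels in limma's two-sided camera test, with an estimated correlation between its genes of 0.249). Nor did it pass with the mouse number as a block (adjusted p = 0.200 in the camera test of limma). Of this panel, 8 genes were differentially expressed, and all 8 were lower. Of the adhesion panel, 37 genes were tested, with a median difference of 0.34, 33 genes higher and 4 lower. In the single mice, the median difference of the adhesion panel was 0.34, 0.47 and 0.41. This shift passed in limma's camera test (adjusted p = 0.0174), but not with the mouse number as a block (adjusted p = 0.133 in limma). Of the adhesion panel, 18 genes were differentially expressed, and all 18 were higher. Against unstimulated cells with isotype, on which the paper does not report, each of the 18 fell with anti-CD3. Their log2 fold changes there ran from -4.64 for Rasgrp2 to -0.96 for Arpc1b. The rise of these genes with anti-LAIR-1 thus went against their anti-CD3 change, though both comparisons share the anti-CD3 isotype libraries. The RNA of Il2ra, which encodes CD25, was 286 ± 24.2 normalized CPM (SD, n = 3) with isotype and 205 ± 5.65 with anti-LAIR-1. Its log2 fold change was -0.49 (standard error 0.08, adjusted p = 8.2e-04 by edgeR's quasi-likelihood test). Standard errors here were worked back from the log2 fold change and that test's F statistic, and add nothing to its p-value. The RNA of Ifng had a log2 fold change of -1.44 (standard error 0.17, adjusted p = 4.1e-05 by the same test in edgeR). The RNA of Cd69 did not differ beyond the spread between mice, with a log2 fold change of -0.07 (standard error 0.08, adjusted p = 0.682 by edgeR). Blocking on the mouse gave adjusted p-values in edgeR of 0.00109 for Il2ra, 3.7e-05 for Ifng and 0.573 for Cd69.

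**Figure D1:**
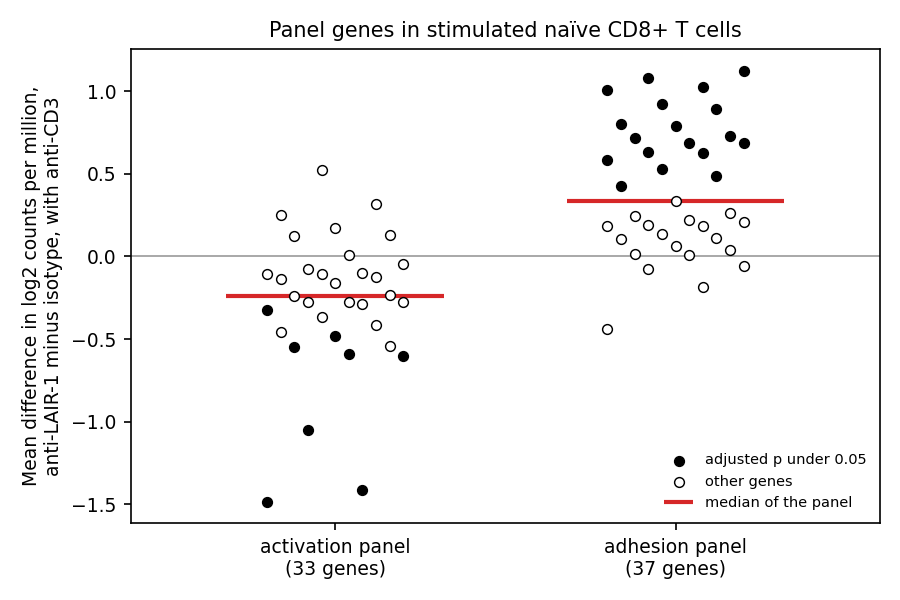
Mean difference in log2 CPM between anti-LAIR-1 and isotype with anti-CD3 for each gene of the activation and adhesion panels, with filled points for genes at an adjusted p-value under 0.05 in edgeR and a line at each panel's median. The activation panel runs from -1.48 for Ifng to 0.52 for Batf, and the adhesion panel from -0.44 for Ccl5 to 1.12 for Cxcr4. Batf, which did not pass, fell with anti-CD3 against unstimulated cells with isotype (log2 fold change -1.61).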

In line with our in vitro experiments, we observed downregulation of lymphocyte immunity and activation pathways, along with upregulation of adhesion and chemotaxis pathways (Supplemental Figure 1C). We found the involvement of many transcription factors [37], including upregulation of *Lef1,* and downregulation of *Lyar* and *Ybx1* (Supplemental Figure 1D). Thus, ligation of LAIR-1 in vitro results in the suppression of CD3-induced mouse CD4^+^ and CD8^+^ T cell activation and proliferation.

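Lef1 lies on chromosome 3 from 131110471 to 131224356 in mm10. Its RNA was 102 ± 8.90 normalized CPM (SD, n = 3 mice) with isotype and 162 ± 7.56 with anti-LAIR-1. This was a log2 fold change of 0.67 (standard error 0.09, adjusted p = 1.1e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was 0.54, 0.81 and 0.67 in the 3 mice, and Lef1 passed in each of 16 other settings. With anti-CD3 against unstimulated cells, in the isotype libraries, the log2 fold change of Lef1 was -3.53. Lyar lies on chromosome 5 from 38220470 to 38234306, and its RNA was 315 ± 40.8 normalized CPM with isotype and 238 ± 13.7 with anti-LAIR-1. Lyar had a log2 fold change of -0.40 (standard error 0.09, adjusted p = 0.00903 by edgeR). Lyar passed in 15 of 16 other settings; without isotype replicate 2 its adjusted p in edgeR was 0.0523. Ybx1 lies on chromosome 4 from 119277981 to 119294604, and the annotation also lists a processed pseudogene of it with which reads could be shared. Its RNA was 2958 ± 183.3 normalized CPM with isotype and 2570 ± 125 with anti-LAIR-1. The log2 fold change of Ybx1 was -0.20 (standard error 0.07), and it was lower in all 3 mice, but its adjusted p was 0.0814 in edgeR. DESeq2 gave Ybx1 a log2 fold change of -0.21 and an adjusted p of 0.0294, and edgeR without a filter on low counts gave an adjusted p of 0.0423. Over 16 other settings, the adjusted p of Ybx1 in edgeR or DESeq2 lay between 0.0294 and 0.238, and it passed in 3. When the mouse number was a block, the adjusted p-values in edgeR were 1.2e-04 for Lef1, 0.00376 for Lyar and 0.0599 for Ybx1. RegEnrich scores, which also weigh the genes that a factor may regulate, were not computed here. The paper places these factors among those involved after LAIR-1 ligation, and concludes that LAIR-1 restrains T cells stimulated through CD3.

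**Figure D2:**
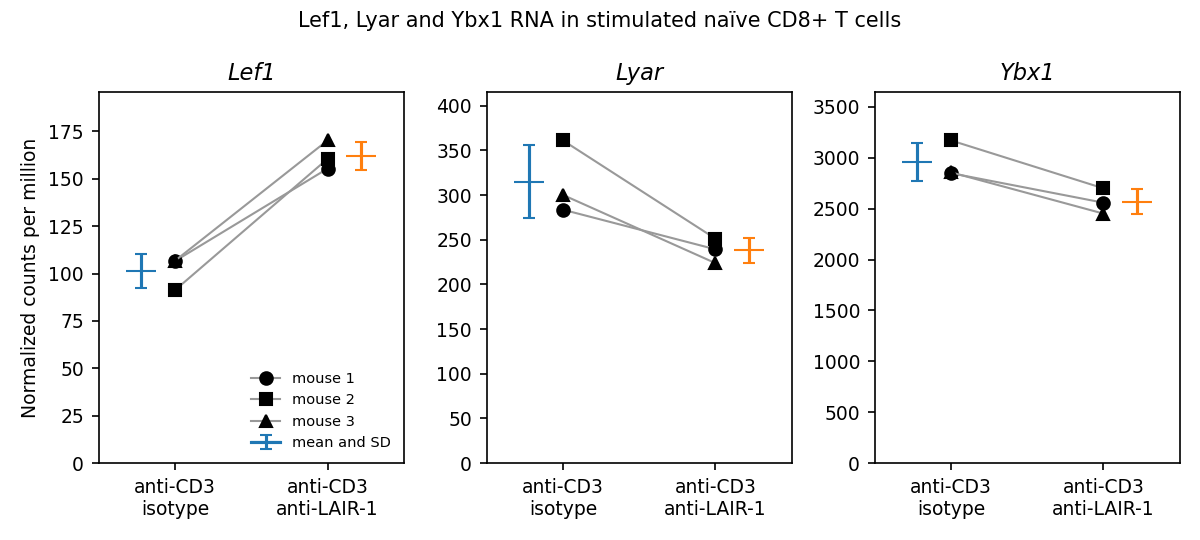
Normalized CPM of Lef1, Lyar and Ybx1 in each of the 3 mice with anti-CD3 and isotype or anti-LAIR-1, with lines joining the libraries of a mouse and bars for the mean and SD. In each of the 3 mice Lef1 is higher, and Lyar and Ybx1 are lower, with anti-LAIR-1.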

### *LAIR-1-deficiency or blockade does not impact MC-38 and B16-F10 tumour growth *in vivo

To determine the effect of genetic ablation of LAIR-1 on tumour outgrowth in vivo, we injected *Lair1*^+*/*+^ and *Lair1*^*−/−*^ mice subcutaneously (s.c.) with the B16-F10 melanoma cancer cell line in Matrigel and determined tumour size over time. Neither *Lair1*^+/+^ or *Lair1*^−/−^ mice were able to control tumour growth, and we observed no differences in growth dynamics (Fig. 2A) or overall survival between the two genotypes (Fig. 2B).

**Fig. 2:**
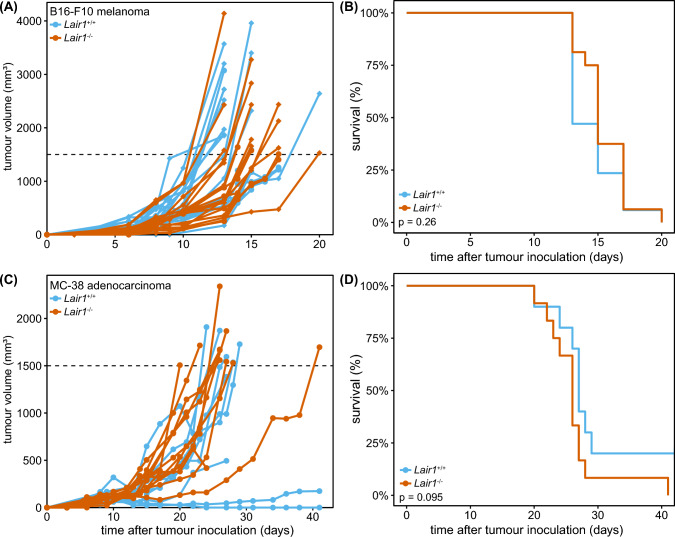
LAIR-1-deficiency or blockade does not impact MC-38 and B16-F10 tumour growth in vivo. **A** 50,000 B16-F10 melanoma cells in Matrigel/HBSS were implanted subcutaneously in the flank of *Lair1*^+*/*+^ and *Lair1*^*−/−*^ mice and tumour growth was assessed by calliper measurements over time. No differences between *Lair1*^+/+^ (blue) and *Lair1*^*−*/−^ mice (red) were observed. Diamonds indicate male mice; circles indicate female mice. Experiment was performed three times, with 6 mice per group. **C** 100,000 MC-38 adenocarcinoma cells in Matrigel/HBSS were implanted subcutaneously in the flank of *Lair1*^+*/*+^ and *Lair1*^*−/−*^ mice and tumour growth was assessed over time. Experiment was performed two times, with 6 mice per group. Two mice were excluded from *Lair1*^+*/*+^ group as they did not develop tumours. Dotted line indicates humane endpoint (HEP: 1500 mm^3^). **B**, **D** Kaplan–Meier curves for experiments performed as indicated in **A**, **C**. Statistical significance was determined by log-rank test

As the B16-F10 melanoma is well known for its aggressive growth phenotype [39], we delayed tumour emergence in our model by injecting fewer cells, or injecting tumour cells in PBS instead of Matrigel. Again, we did not observe differences in tumour growth between *Lair1*^+/+^ and *Lair1*^−/−^ mice (Supplemental Figure 2A). The B16-F10 tumours expressed collagen, although the expression in the tumour tissue was low (Supplemental Figure 2B).

Since collagen expression is necessary to impose immune suppression via LAIR-1, we next injected *Lair1*^+/+^ and *Lair1*^−/−^ mice s.c. with the MC-38 colorectal cell line. MC-38 tumours are characterized by a high degree of immune cell exclusion, caused by a dense collagen matrix surrounding the tumour site [40] (Supplemental Figure 2C). Again, tumour growth (Fig. 2C) and overall survival (Fig. 2D) were similar in *Lair1*^+/+^ and *Lair1*^−/−^ mice.

We previously showed that LAIR-1 blockade using NC410, a LAIR-2 Fc fusion protein, decreases tumour outgrowth in a humanized mouse model [3]. Here, we determined whether NC410 also induced tumour control in immunocompetent mice. In contrast to our findings in the humanized mouse model [3], but in agreement with our observations in *Lair1*^−/−^ mice, NC410 treatment intraperitoneally (i.p.) did not result in reduced tumour growth in the s.c. MC-38 tumour model (Fig. 4). Similarly, we found that NC410 single therapy did not result in increased tumour control in the B16-F10 model (Supplemental Figure 3A–C).

To address this discrepancy, we determined the ability of human and mouse LAIR-1 to bind the synthetic collagen II and III peptide libraries (Toolkits) [38]. We cultured human or mouse LAIR-1-CD3ζ NFAT-GFP reporter cells [10] on plate-immobilized peptides and measured the ability of collagen to induce LAIR-1 signalling by GFP production. We observed that mouse LAIR-1 signalled in response to a larger array of Toolkit peptides than we previously published for human LAIR-1 (Fig. 3A, B). Next, we used NC410 to block human or mouse collagen I-mediated LAIR-1 signalling using the same reporter system and found that NC410 was not able to compete with mouse LAIR-1 to the same extent as to human LAIR-1 (Fig. 3C). Together, our data suggest that mouse LAIR-1 interacts with collagen in a different manner than human LAIR-1 and that LAIR-1 blockade in immunocompetent mice does not impact tumour growth.

**Fig. 3:**
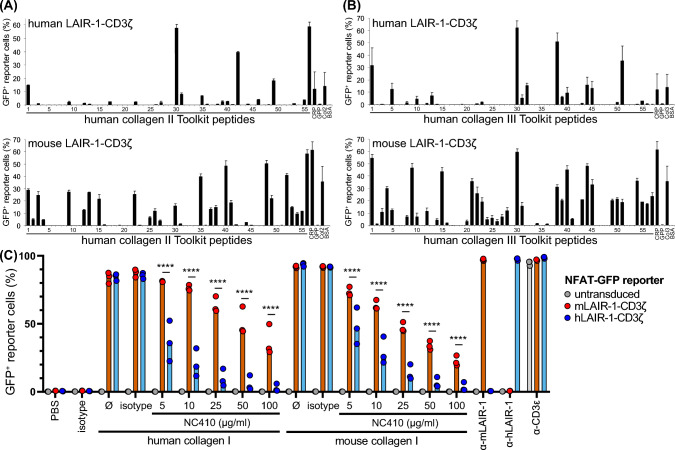
Mouse LAIR-1 signals through a wider array of synthetic collagen peptides and is blocked to a lesser extent than human LAIR-1.** A**, **B** The synthetic peptides of the human collagen II Toolkit (**A**) and collagen III Toolkit (**B**) were immobilized and mouse or human LAIR-1-CD3ζ reporter cells were applied, then LAIR-1 signalling as determined by GFP production was assessed. CRP = Collagen Related Peptide, GPP = peptide consisting of 10 glycine-proline-proline repeats, BSA = bovine serum albumin. Col2 and Col3 indicate immobilized full-length collagen. Human LAIR-1-CD3ζ NFAT-GFP reporter data have been published previously [38]. **C** Human and mouse LAIR-1-CD3ζ NFAT-GFP reporter lines were stimulated with immobilized human and mouse collagen I, and NC410 was titrated to block LAIR-1:collagen binding. Data are aggregated from 3 separately performed experiments with 2–3 technical replicates for each condition. Significance was assessed using a two-way ANOVA

### Combination therapy of PD-L1 blockade and NC410 results in increased tumour clearance

Since solely blocking LAIR-1 by NC410 in immunocompetent mice is not sufficient to induce tumour control, additional targeting of other pathways or immune checkpoints might be required. Indeed, NC410, when combined with a programmed death-ligand 1 (PD-L1)

/tumour growth factor beta (TGF-β) blocking reagent, decreased tumour outgrowth in collagen-dense mouse tumour models [4]. Here, we investigated if targeting of either TGF-β or PD-L1 in combination with NC410 increases tumour clearance.

NC410 treatment either alone or in combination with anti-TGF-β did not result in differences in tumour growth (Fig. 4A) or survival (Fig. 4B). In contrast, NC410 therapy in combination with PD-L1 blockade demonstrated improved therapeutic activity. While tumour growth was similar in the isotype and NC410 treated groups, mice treated with anti-PD-L1 showed reduced tumour growth (Fig. 4C) and had increased overall survival (Fig. 4D). This was further improved by addition of NC410, as NC410-anti-PD-L1 combination therapy resulted in a complete response in 3 out of 13 mice, and in increased survival compared to isotype or NC410 treated mice (Fig. 4C, D). Of note, NC410 required prolonged and repetitive administration for increased activity in combination with anti-PD-L1 therapy (Supplemental Figure 3D).

**Fig. 4:**
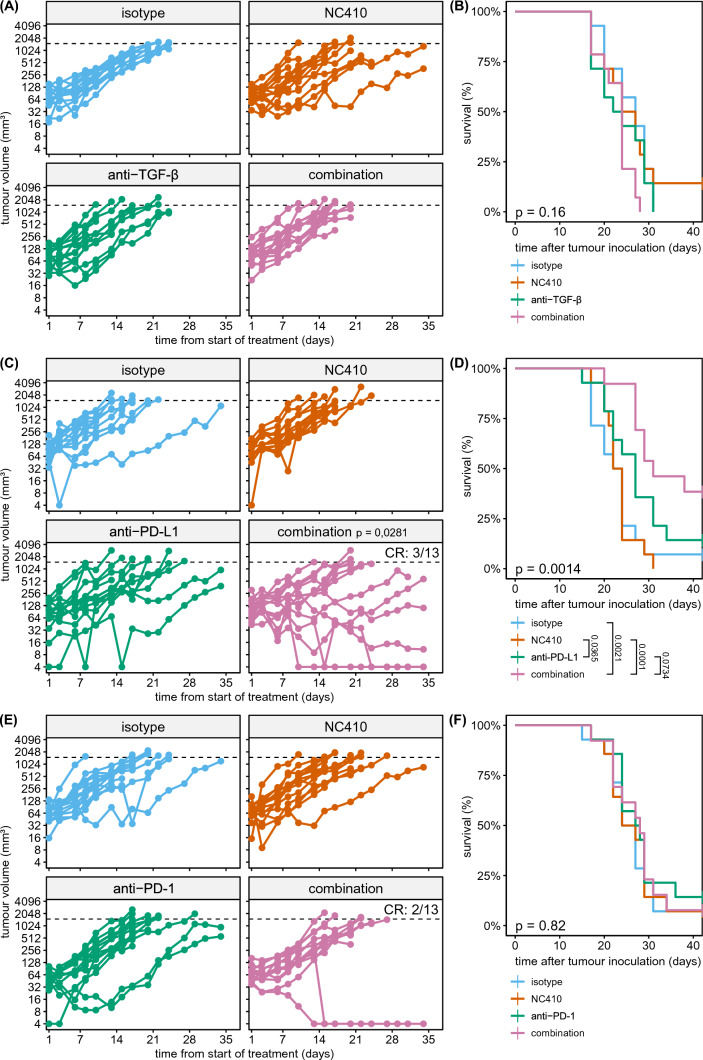
Combination therapy with NC410 and anti-PD-L1 results in decreased tumour burden and increased survival. **A** MC-38-tumour bearing mice were treated with isotype controls (100 µg each) (blue), NC410 (200 µg) (red), anti-TGF-β (200 µg) (green) or a combination of anti-TGF-β and NC410 (100 µg each) (purple) intraperitoneally, twice a week from day 7 after tumour inoculation until the end of the experiment. Tumour outgrowth was determined over time by calliper measurements. **C**,** E** As in **A**, but mice were treated with anti-PD-L1 or anti-PD-1, instead of anti-TGF-β, respectively. Dotted lines indicate HEP at 1500 mm^3^. **B**, **D**, **F** are Kaplan–Meier curves for experiments in **A**, **C**, **E**, respectively. Each treatment experiment was performed once with 14 mice per group. One mouse was excluded from the combination group in **C**, **D**, and one mouse was excluded from the combination group in **E**, **F**, as they did not develop tumours. Statistical significance was determined by linear mixed-effects model for tumour growth (*p < 0.05, compared to isotype) or by log-rank test for survival

Considering that anti-PD-1 and anti-PD-L1 therapies have been reported to have varying degrees of efficacy in the MC-38 model [41, 42], i.e. mediated by differences in Fc engagement [43], we next used anti-PD-1 therapy in combination with NC410 to determine if we could observe a similar synergistic effect. Here, we found no reduction in tumour growth after NC410 or anti-PD-1 single treatment or NC410-anti-PD-1 combination therapy when compared to isotype (Fig. 4E, F).

Overall, these data show that NC410, TGF-β and PD-1 alone or in combination do not demonstrate anti-tumour activity, while NC410 in combination with anti-PD-L1 does reduce tumour burden.

### The NC410 treatment effect appears to require LAIR-1

The potential mechanism of action of NC410 is blockade of LAIR-1-collagen interaction [3, 4] (Fig. 3C). To further elucidate this, we injected MC-38 cells s.c. in *Lair1*^+/+^ or *Lair1*^−/−^ mice and treated the mice with isotype control, anti-PD-L1, or a combination of NC410 and anti-PD-L1. Tumour outgrowth in the mice treated with isotype was similar between *Lair1*^+/+^ and *Lair1*^−/−^ mice (Fig. 5A, top- and bottom-left). Although no significant differences were observed, we found that treatment of *Lair1*^+/+^ mice with anti-PD-L1 monotherapy or combination therapy with NC410 resulted in reduced tumour growth compared to isotype, with 1 out of 10 mice demonstrating full clearance after combination treatment (Fig. 5A, top-centre and top-right). Anti-PD-L1 monotherapy resulted in similar tumour control in

**Fig. 5:**
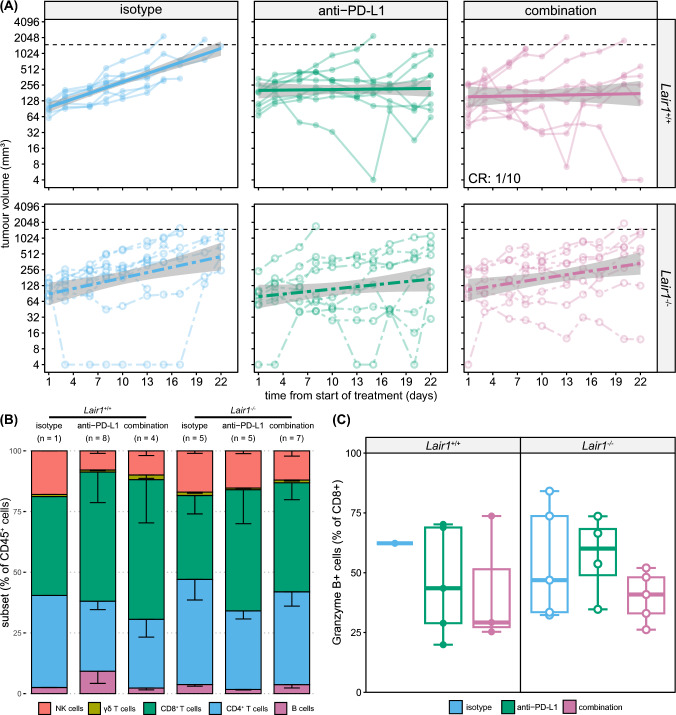
The NC410 treatment effect appears to require LAIR-1. **A** MC-38-tumour bearing *Lair1*^+/+^ (top, solid lines) and *Lair1*^−/−^ (bottom, dotted lines) mice were treated with isotype controls (100 µg each) (blue, left), anti-PD-L1 (200 µg) (green, middle) or a combination of anti-PD-L1 and NC410 (100 µg each) (purple, right) intraperitoneally twice a week from day 7 after tumour inoculation until the end of the experiment. Generalized linear model with standard error (grey) is additionally fitted on top of the data. Tumour outgrowth was determined over time by calliper measurements. Experiment was performed once with 8–10 mice per group. **B** Tumours were collected from mice at sacrifice, and immune infiltrate was assessed by flow cytometry. Relative contribution of NK cells, T cells and B cells was similar across treatment groups. Number of mice per group (*n* = 1–8) is indicated in figure. **C** Tumour infiltrating lymphocytes were assessed for activation based on intracellular granzyme B staining by flow cytometry (*n* = 1–5)

*Lair1*^−/−^ and *Lair1*^+/+^ mice (Fig. 5A, top- and bottom-centre). However, addition of NC410 to anti-PD-L1 treatment enhanced tumour control compared to isotype in *Lair1*^+/+^, but not in *Lair1*^−/*−*^ mice (Fig. 5A, bottom-centre and bottom-right). We did not observe differences in immune cell infiltration between the different treatment groups, nor in the activity of the infiltrating CD8^+^ T cells as determined by intracellular cytokine stain for granzyme B (Fig. 5B, C), although a higher degree of CD8^+^ T cell infiltration did correlate with reduced tumour size at sacrifice (Supplemental Figure 4B). Furthermore, we found that the lymphocyte composition between draining and non-draining lymph nodes was similar between treatment groups (Supplemental Figure 4C). Thus, the increased efficacy of NC410 and anti-PD-L1 combination therapy appears to require the presence of LAIR-1 and our data suggest that the main mechanism of action of NC410 is blocking LAIR-1:collagen interaction.

## Discussion

Tumour cells employ many mechanisms to evade the immune system, including modulating the surrounding ECM, contributing to immune cell exclusion and therapy resistance [2, 40]. As collagen, along with other extracellular matrix components, plays a key role in tumour growth and progression [2], it is not surprising that LAIR-1, an inhibitory receptor that recognizes collagen, presents itself as a promising target for cancer immunotherapy in multiple recent studies [3, 4, 27, 44, 45].

In the present study, we observed changes in many transcription factors and regulatory modules after LAIR-1 ligation in the presence of anti-CD3. Amongst them, *Lef1* has been described to play an essential role in maintaining CD8^+^ T cell identity [46], while *Foxo1* is involved in repressing CD8^+^ T cell effector functions [47]. In addition to downregulation of lymphocyte activation pathways, we also observed upregulation of adhesion molecules, such as *Pecam1* and *Sell* (encoding CD62L).

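Foxo1 lies on chromosome 3 from 52268336 to 52353221 in mm10. Its RNA was 67.1 ± 0.815 normalized CPM (SD, n = 3 mice) with anti-CD3 and isotype and 81.0 ± 3.47 with anti-CD3 and anti-LAIR-1. It was higher with anti-LAIR-1 in all 3 mice, with a log2 fold change of 0.27 (standard error 0.09), but did not pass 0.05 (adjusted p = 0.0833 in edgeR). In 16 other settings, the adjusted p of Foxo1 from edgeR or DESeq2 lay between 0.0711 and 0.521. Of the other transcription (co-)factors labelled in Supplemental Figure 1D, Lpxn rose by 0.66 (standard error 0.11, adjusted p = 0.00170 in edgeR) and passed in each of 16 other settings. Zfp36l2 rose by 0.41 (adjusted p = 0.00847 in edgeR); DESeq2 with the mouse number as a block gave it an adjusted p of 0.0965. Akt1 rose by 0.27 with an adjusted p of 0.0424 in edgeR. It passed in 6 of 16 other settings, among them keeping all genes, which repeats the reported fit. DESeq2 gave Akt1 an adjusted p of 0.0508. Ybx3 fell in all 3 mice, with a log2 fold change of -0.20 and an adjusted p of 0.0700 in edgeR; DESeq2 gave it an adjusted p of 0.0159. Ube2b, with a log2 fold change of 0.20, and Atf4, with -0.21, had adjusted p-values of 0.123 and 0.163 in edgeR. They passed in none of 16 other settings, DESeq2 included. The difference of Atf4 was -0.13, -0.06 and -0.46 in the 3 mice, so that its size came mostly from mouse 3. With each library left out in turn, its log2 fold change was -0.26 to -0.12. With the mouse number as a block, the adjusted p-values in edgeR were 0.0965 for Foxo1, 0.00173 for Lpxn, 0.0118 for Zfp36l2, 0.0441 for Akt1 and 0.0776 for Ybx3. The block gave 0.120 for Ube2b and 0.137 for Atf4 in edgeR.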

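Pecam1 lies on chromosome 11 from 106654217 to 106750628 in mm10. Its RNA in the CD3-stimulated cells was 10.6 ± 2.78 normalized CPM (SD, n = 3 mice) with isotype and 21.0 ± 1.10 with anti-LAIR-1. Its log2 fold change was 1.00 (standard error 0.19, adjusted p = 0.00424 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was 1.00, 0.55 and 1.43 in the single mice. With the mouse number as a block, the adjusted p in edgeR was 0.00465. With each library left out in turn, the log2 fold change stayed between 0.79 and 1.23. Pecam1 fell with anti-CD3 against unstimulated cells in the isotype libraries, with a log2 fold change of -3.65.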

Functionally, we found that LAIR-1 ligation inhibits both mouse CD4^+^ and CD8^+^ T cells after CD3 stimulation in vitro. Therefore, we hypothesized that *Lair1*^−/−^ mice would be able to better control tumour growth. However, this was not the case in both the MC-38 colorectal and the B16-F10 melanoma subcutaneous tumour models. This is in line with previous findings on s.c. B16-F10 tumours in *Lair1*^−/−^ mice [11]. As full knock-out mice have been deficient for LAIR-1 during development, it is possible that there is upregulation of compensatory mechanisms, such as increased reliance on other inhibitory receptors. This should be further explored using inducible knock-out systems or administration of LAIR-1 blocking antibodies.

However, we also found that, in contrast to findings in humanized mouse models [3, 27, 44], treatment with the LAIR-2-Fc protein NC410 did not result in tumour clearance in immunocompetent mice, which aligns with previous data [4]. While mouse and human LAIR-1 have a similar affinity for collagen [10, 18, 19], here we show that mouse LAIR-1 is able to bind to and signal upon a wider array of synthetic collagen-derived Toolkit peptides and that human LAIR-1 signalling is more prone to NC410 blockade than mouse LAIR-1. As the effector cells in the humanized mouse models are human-derived, this may explain some of the discrepancies observed between the mouse and humanized mouse models.

Furthermore, it is important to note that the immune compartment in humanized mouse models is strongly skewed towards T cells and has limited engraftment of myeloid cells [48]. While LAIR-1 is known to be expressed on CD8^+^ infiltrating T cells in the tumour microenvironment (TME) [45], it is also highly expressed on cells of the myeloid lineage, such as monocytes and macrophages [11]. Therefore, it is possible that any benefits from decreased suppression of cytotoxic T cells are offset by increased proliferation or activation of suppressive myeloid subsets, as the presence or absence of these subsets is a major predictor for MC-38 tumour growth dynamics [49]. In agreement with this, a recent study by Keerthivasan et al*.* (2021) showed that genetic ablation of LAIR-1 in the myeloid lineage results in increased tumour burden in a B16-F10 metastasis model [11]. Further studies investigating the effect of NC410 blockade on myeloid cells could resolve this.

Whilst TGF-β blockade was not effective in our experiments, anti-PD-L1 therapy delayed tumour growth and increased survival, and additional treatment with NC410 resulted in further improvement in tumour control. We also found that fewer anti-PD-L1 and NC410 injections resulted in reduced combination therapy efficacy. It is likely that prolonged administration or higher doses of NC410 might be required to maintain effective concentrations at the tumour site, as some NC410 might be lost due to an abundance of collagen in vivo*.*

Interestingly, whereas combination therapy with NC410 and anti-PD-L1 increases tumour control, genetic deletion of LAIR-1 does not further increase the efficacy of anti-PD-L1 treatment. Although NC410 is an effective LAIR-1 antagonist in vitro [3] and is present to a high extent at the tumour site in vivo [4], it is not yet clear whether NC410 only functions by blocking LAIR-1:collagen interactions. It should be noted that NC410 as a fusion of LAIR-2 with a functional IgG domain has additional Fc-mediated functions that could contribute to increased tumour clearance. Furthermore, NC410 also binds with high affinity and avidity to predominant ligands in the TME, including collagen, and may mediate additional effects on immune cells and in the TME through interaction, or compete with other collagen receptors than LAIR-1, as well as mediate direct or indirect effects on collagen remodelling and signalling [3, 4]. LAIR-2-Fc fusion proteins have also been shown to inhibit collagen receptor glycoprotein VI-mediated platelet activation [30], and this could in turn limit disease progression and tumour metastasis [50]. Furthermore, NC410 might also mediate increased tumour clearance through blockade of other ligands than collagen, such as the tumour-promoting complement protein C1q [12, 51]. It is also possible that this is due to immune compensatory mechanisms of *Lair1*^*−/−*^ mice, that are not present during administration of NC410 in *Lair1*^+/+^ mice. Finally, while we observed some differences in tumour growth between isotype and anti-PD-L1 or combination treatment mice, we found no major differences in lymphocyte composition or CD8^+^ T cell activation in the tumours. However, it is still possible that any effects observed on tumour growth are due to other factors, such as differences in the myeloid compartment or the localization of immune cells at the tumour site. To better understand how anti-PD-L1 and NC410 affect tumour growth will require more extensive analysis of the immune infiltrate, including their localization at earlier timepoints.

Taken together, we have found that complete deletion or therapeutic blocking of LAIR-1 with NC410 alone is not sufficient to induce tumour control in immunocompetent mice. We found that combination therapy targeting PD-L1 and LAIR-1 resulted in a reduction of tumour growth, which was not observed in *Lair1*^−/−^ mice in our experimental setting. Importantly, we observed that the therapeutic effect of NC410 differs between pre-clinical models, partly due to species-specific differences in LAIR-1 biology. These findings emphasize the importance of determining differences and similarities in receptor and ligand regulation between species and might assist in selecting the correct humanized or mouse models when targeting specific interactions, such as LAIR-1:collagen. Despite the lack of response to anti-PD-1 in our models, we expect NC410 to complement both PD-1 and PD-L1 targeted therapies in the clinical setting, and NC410 is currently in a phase 2 clinical trial in combination with Pembrolizumab (NCT05572684).

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

RNA sequencing data generated in this study will be made publicly available in Gene Expression Omnibus (GEO) at GSE228709; other data will be made available at request.

## Abbreviations

C1q: Complement component 1q
ECM: Extracellular matrix
LAIR-1: Leukocyte-associated immunoglobulin-like receptor-1
PD-1: Programmed cell death protein 1
PD-L1: Programmed death-ligand 1
SP-D: Surfactant protein D
TGF-β: Tumour growth factor beta
TME: Tumour microenvironment

# Supplementary material for: Leukocyte-associated immunoglobulin-like receptor-1 blockade in combination with programmed death-ligand 1 targeting therapy mediates increased tumour control in mice
**Source:** Cancer Immunol Immunother. 2024 Jan 18;73(1):16. doi: 10.1007/s00262-023-03600-6
**Supplement:** Supplementary file 1 — Supplementary file1

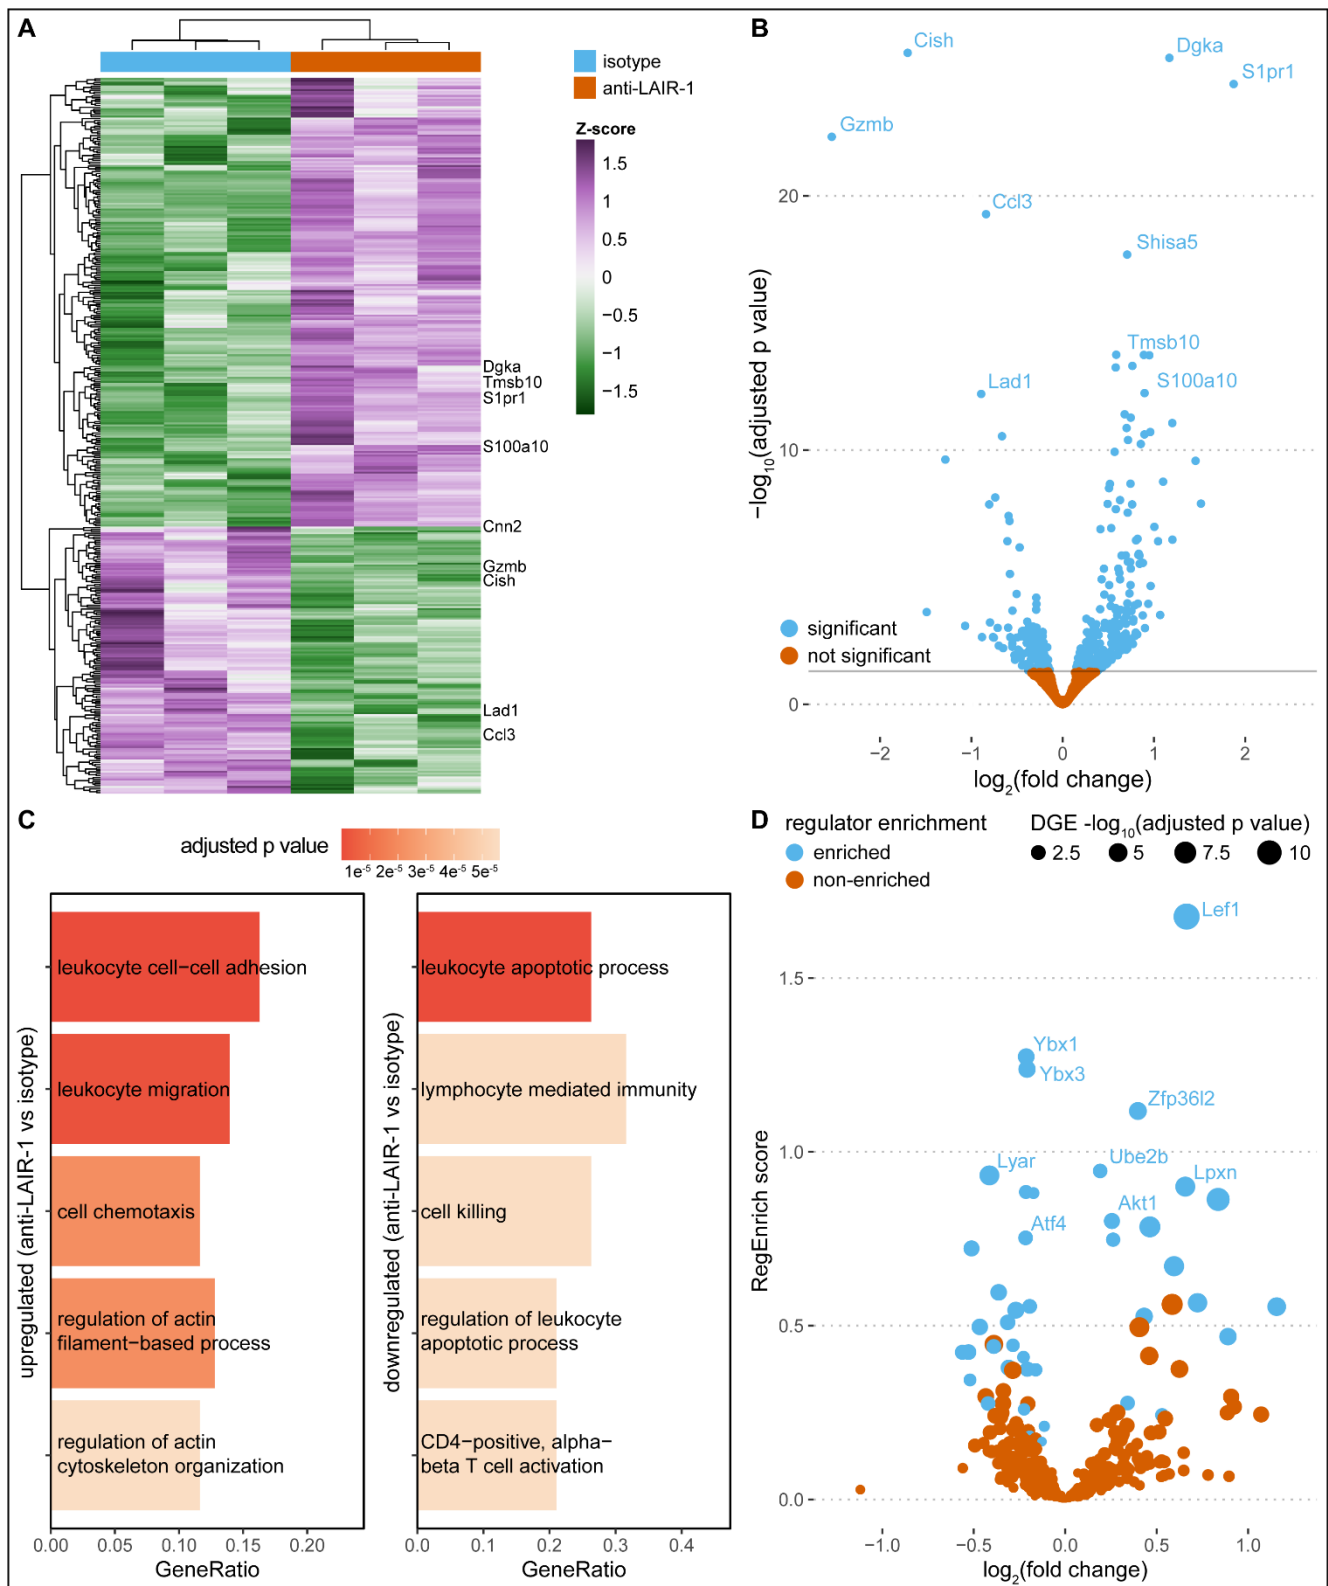

**Supplemental Figure 1. LAIR-1 triggering inhibits T cell effector functions.** **A.** Isolated naïve CD8<sup>+</sup> T cells from spleen were stimulated with immobilized anti-CD3 (clone 145-2C11), in the presence of an isotype control (red) or an agonistic LAIR-1 antibody (clone anti-LAIR-1(2C7), blue) for 6 hours and RNA sequencing was performed. Row-normalized expression of all differentially expressed genes is depicted. **B.** Volcano plot of  $\log_2$  fold change in gene expression in the presence of anti-LAIR-1 versus isotype control during 6 hours stimulation with anti-CD3. **C.** Gene ontology pathway enrichment analysis of differentially expressed genes (adjusted p value < 0.05, fold change > 1.5) upregulated (left), or downregulated (right) in the presence of anti-LAIR-1 versus isotype. **D.** RegEnrich score<sup>35</sup> for changes in transcription (co-)factors after stimulation in the presence of anti-LAIR-1 versus isotype control during 6 hours stimulation with anti-CD3. Colours indicate significant regulator enrichment as assessed by gene set enrichment analysis; dot size indicates differential gene expression of corresponding transcription (co-) factors.

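At a fold change over 1.5 as well, as for the pathway analysis of panel C, 272 of the differentially expressed genes remained, of which 222 were higher and 50 were lower with anti-LAIR-1. With the mouse number as a block there were 281 such genes, of which 253 were shared. DESeq2 gave 201, of which 200 were shared. Of the genes labelled in panel B, the largest fall was that of Gzmb on chromosome 14 from 56258838 to 56262260 in mm10, at 39.8 ± 10.4 normalized CPM (SD, n = 3 mice) with isotype and 6.21 ± 1.70 with anti-LAIR-1. Its log2 fold change was -2.65 (standard error 0.22, adjusted p = 1.6e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rise among the labelled genes was that of S1pr1 on chromosome 3 from 115710433 to 115715072, at 22.3 ± 6.62 normalized CPM with isotype and 86.9 ± 11.2 with anti-LAIR-1. S1pr1 had a log2 fold change of 1.97 (standard error 0.16) with the same adjusted p in edgeR. Cish fell by 1.77 on the log2 scale, Lad1 by 0.94 and Ccl3 by 0.86. Dgka rose by 1.23, S100a10 by 0.96, Cnn2 by 0.81, Shisa5 by 0.74 and Tmsb10 by 0.61. Over these 8 genes, the adjusted p in edgeR lay between 9.5e-07 for Cish and 3.5e-05 for S100a10, and each kept its direction in all 3 mice. Under the block on the mouse number, it was 1.7e-06 for Gzmb, 1.7e-06 for S1pr1 and 1.2e-06 for Cish in edgeR. Each of these 10 genes passed in 16 of 16 other settings. Of these settings, keeping all genes repeats the reported fit, and shrunken fold changes keep DESeq2's adjusted p. Of the 22 genes that the paper names from these data, all were tested and 17 passed the adjustment over all genes, with and without the block. Together with Lair1, Il2ra, Cd69 and Ifng, of which Lair1 was too low to be tested, 19 passed the adjustment over all genes and 24 passed an adjustment over this list alone, which shows no stability where the list holds the paper's own calls.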

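Row-normalized expression, as in panel A, compares each gene only with itself across libraries, so that colours do not rank genes by how much RNA they have. In panel B, each point is a gene, placed by its change with anti-LAIR-1 and by the strength of the evidence for it. Panel C lists Gene Ontology terms, which are named groups of genes, that hold more of the differentially expressed genes than the number drawn at random would. RegEnrich, used in panel D, scores a transcription (co-)factor by its own change and by the change of the genes whose expression follows it.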

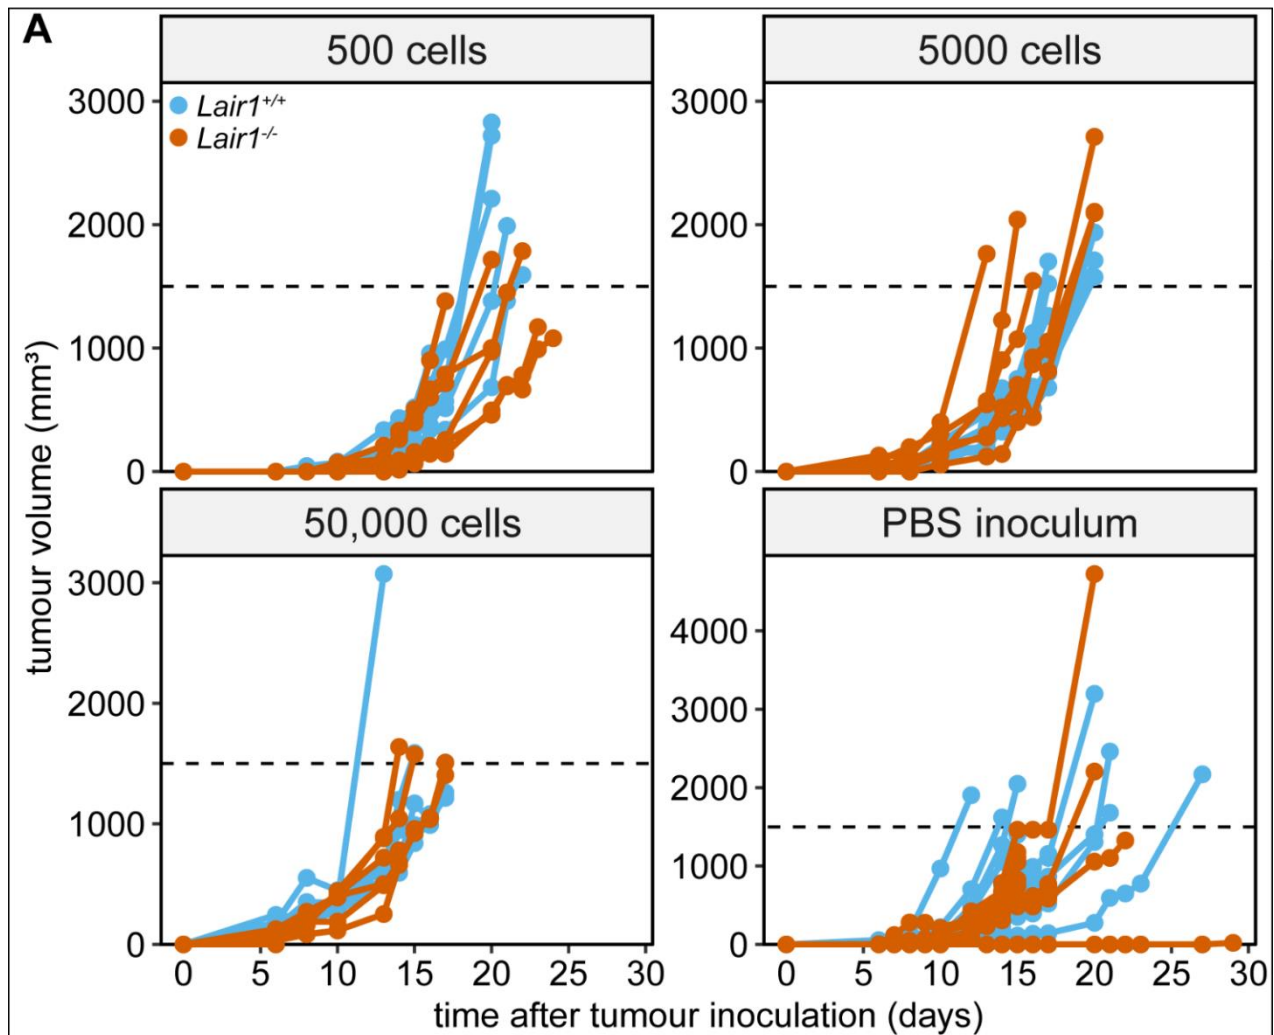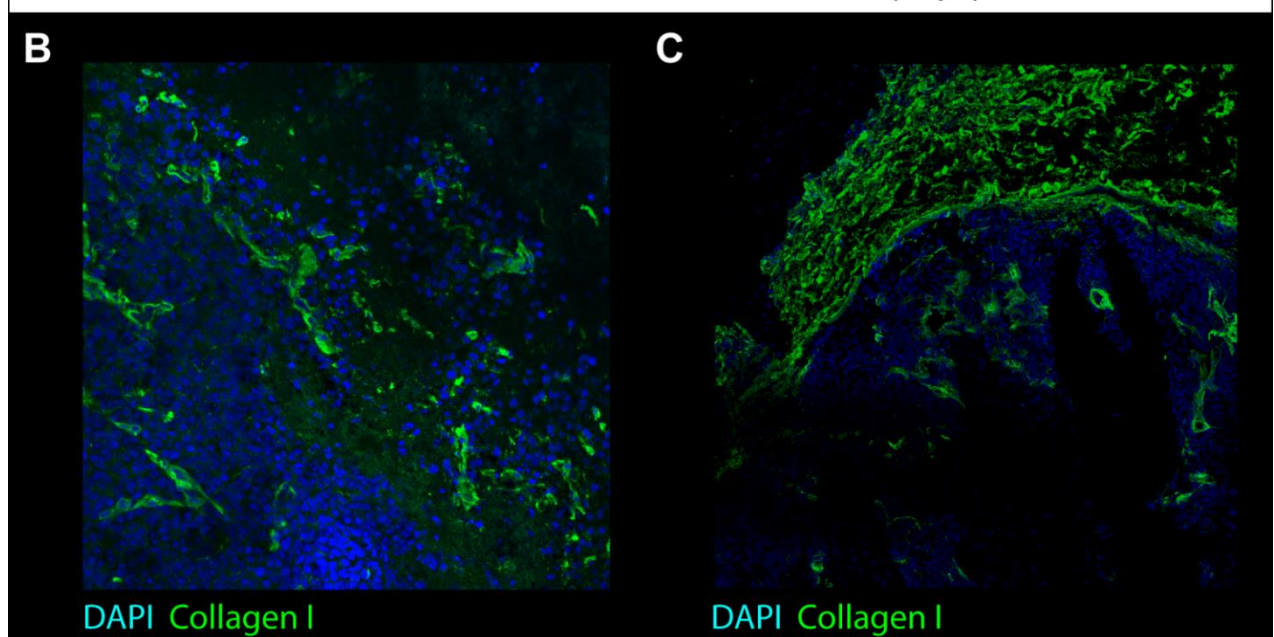

**Supplemental Figure 2. LAIR-1-deficiency or blockade does not impact MC-38 and B16-F10 tumour growth *in vivo*.** **A.** Indicated numbers of B16-F10 cells were implanted subcutaneously in the flank of *Lair1*<sup>+/+</sup> (blue) or *Lair1*<sup>-/-</sup> (red) mice in Matrigel/HBSS, or 50,000 cells in PBS, as indicated, and tumour growth was measured over time. Titration experiment was performed once, with six mice per group. Data for 50,000 cells also corresponds to Figure 2A. Experiment with PBS was performed twice, with 6 mice per group. **B** and **C.** B16-F10 (**B**) or MC-38 (**C**) tumours were isolated from mice at sacrifice, processed and stained for the presence of collagen I by immunofluorescence. Representative figures for 1 out of 1-3 mice are depicted.

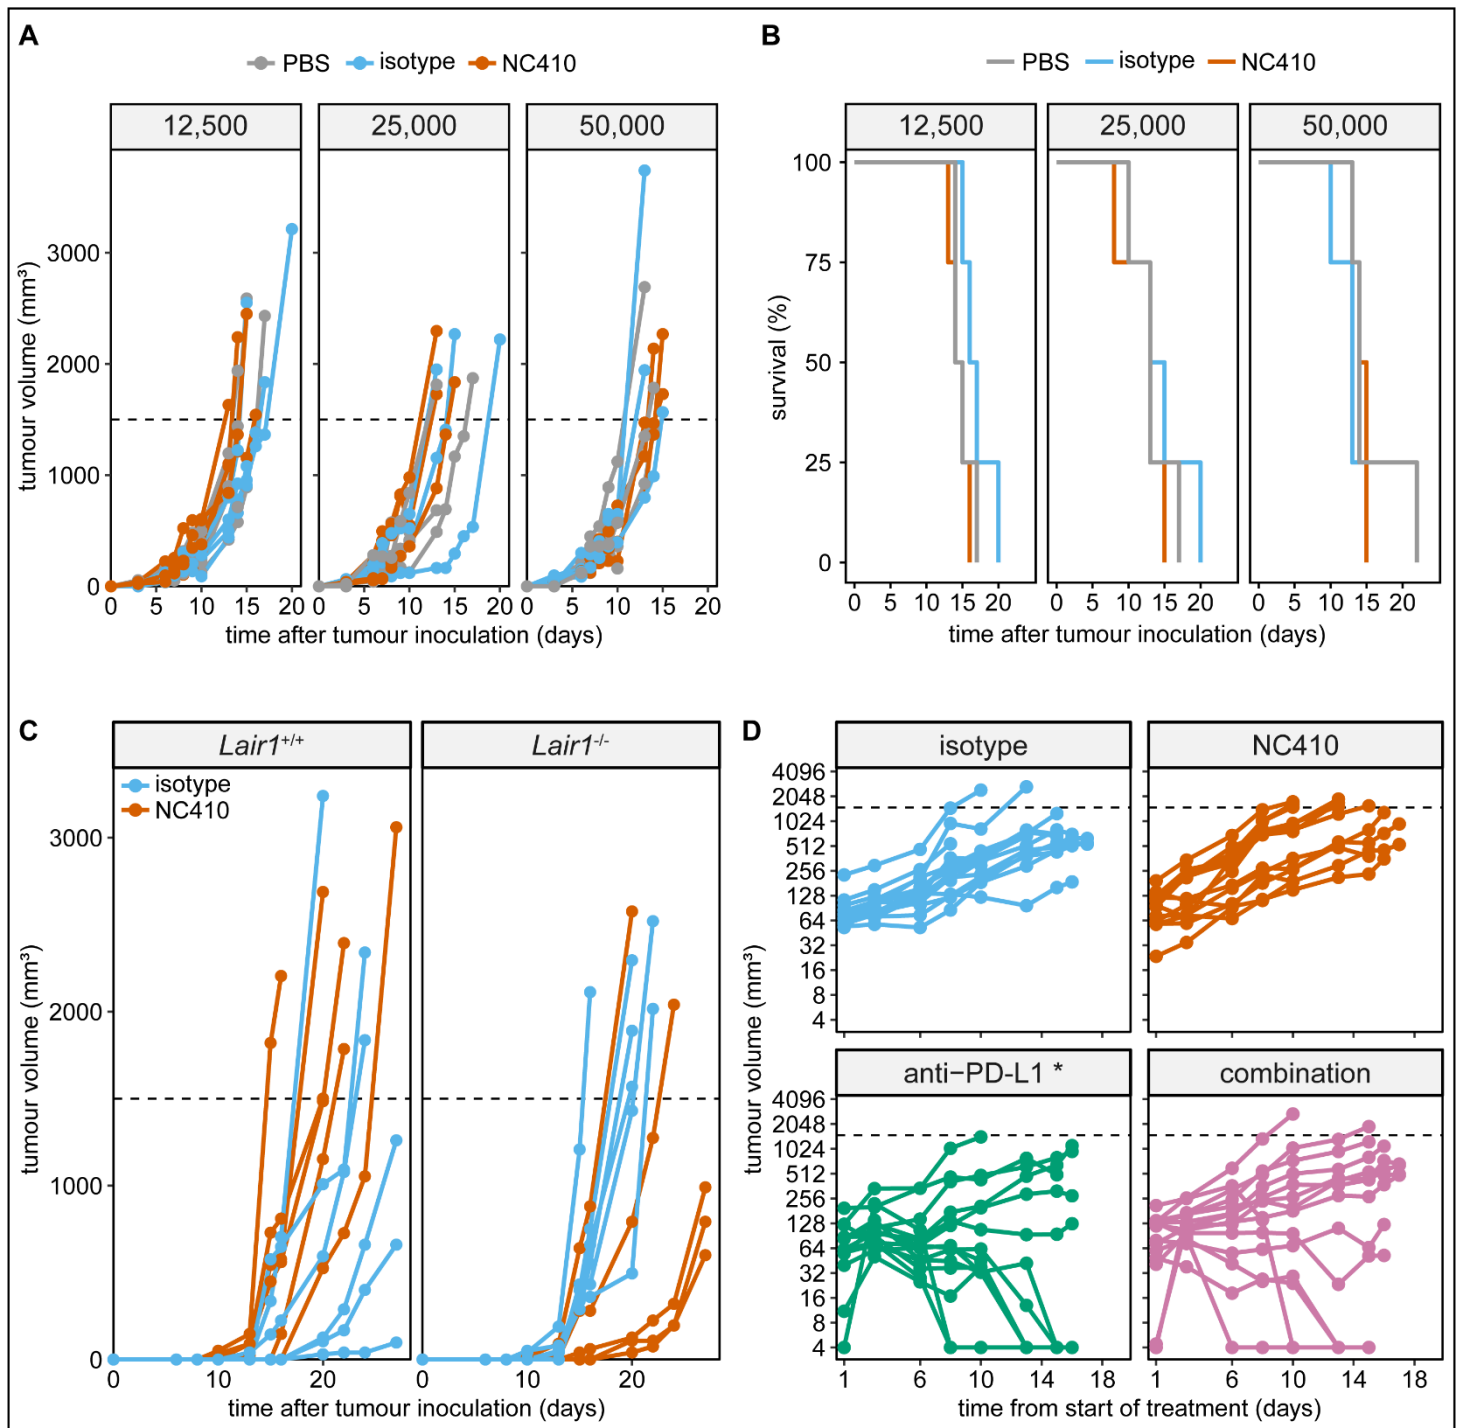

**Supplemental Figure 3. Combination therapy with NC410 and anti-PD-L1 results in decreased tumour burden and increased survival.** **A.** Indicated numbers of B16-F10 melanoma cells were implanted s.c. in the flank of wild type mice, and mice were treated i.p. with PBS (200  $\mu$ l, grey), isotype control (200  $\mu$ g, blue) or NC410 (200  $\mu$ g, red) twice weekly. Tumour growth was assessed between treatment groups, but no differences were observed. Experiment was performed once with 4 mice per group. **B.** Survival curves corresponding to **A.** **C.** *Lair1*<sup>+/+</sup> (left) and *Lair1*<sup>-/-</sup> (right) mice were implanted s.c. with 50,000 B16-F10 melanoma cells and treated with isotype (200  $\mu$ g, blue) or NC410 (200  $\mu$ g, red) i.p. twice weekly, and tumour growth was assessed. Experiment was performed once with 6 mice per group. One mouse was excluded from the NC410-treated *Lair1*<sup>-/-</sup> group as it did not develop a tumour. **D.** Wild type mice were implanted s.c. with 100,000 MC-38 tumour cells, and treated three times with isotype controls (100  $\mu$ g each), NC410 (200  $\mu$ g), anti-PD-L1 (200  $\mu$ g) or a combination of NC410 and PD-L1 (100  $\mu$ g each) on days 7, 10 and 14 after tumour implantation. Tumour growth was assessed until the end of the experiment or HEP. Dotted lines indicate HEP at 1,500 mm<sup>3</sup>. Experiment was performed once with 14 mice per group. Statistical significance was determined by linear mixed-effects model for tumour growth (\* $p$  < 0.05 compared to isotype) or by log-rank test for survival.

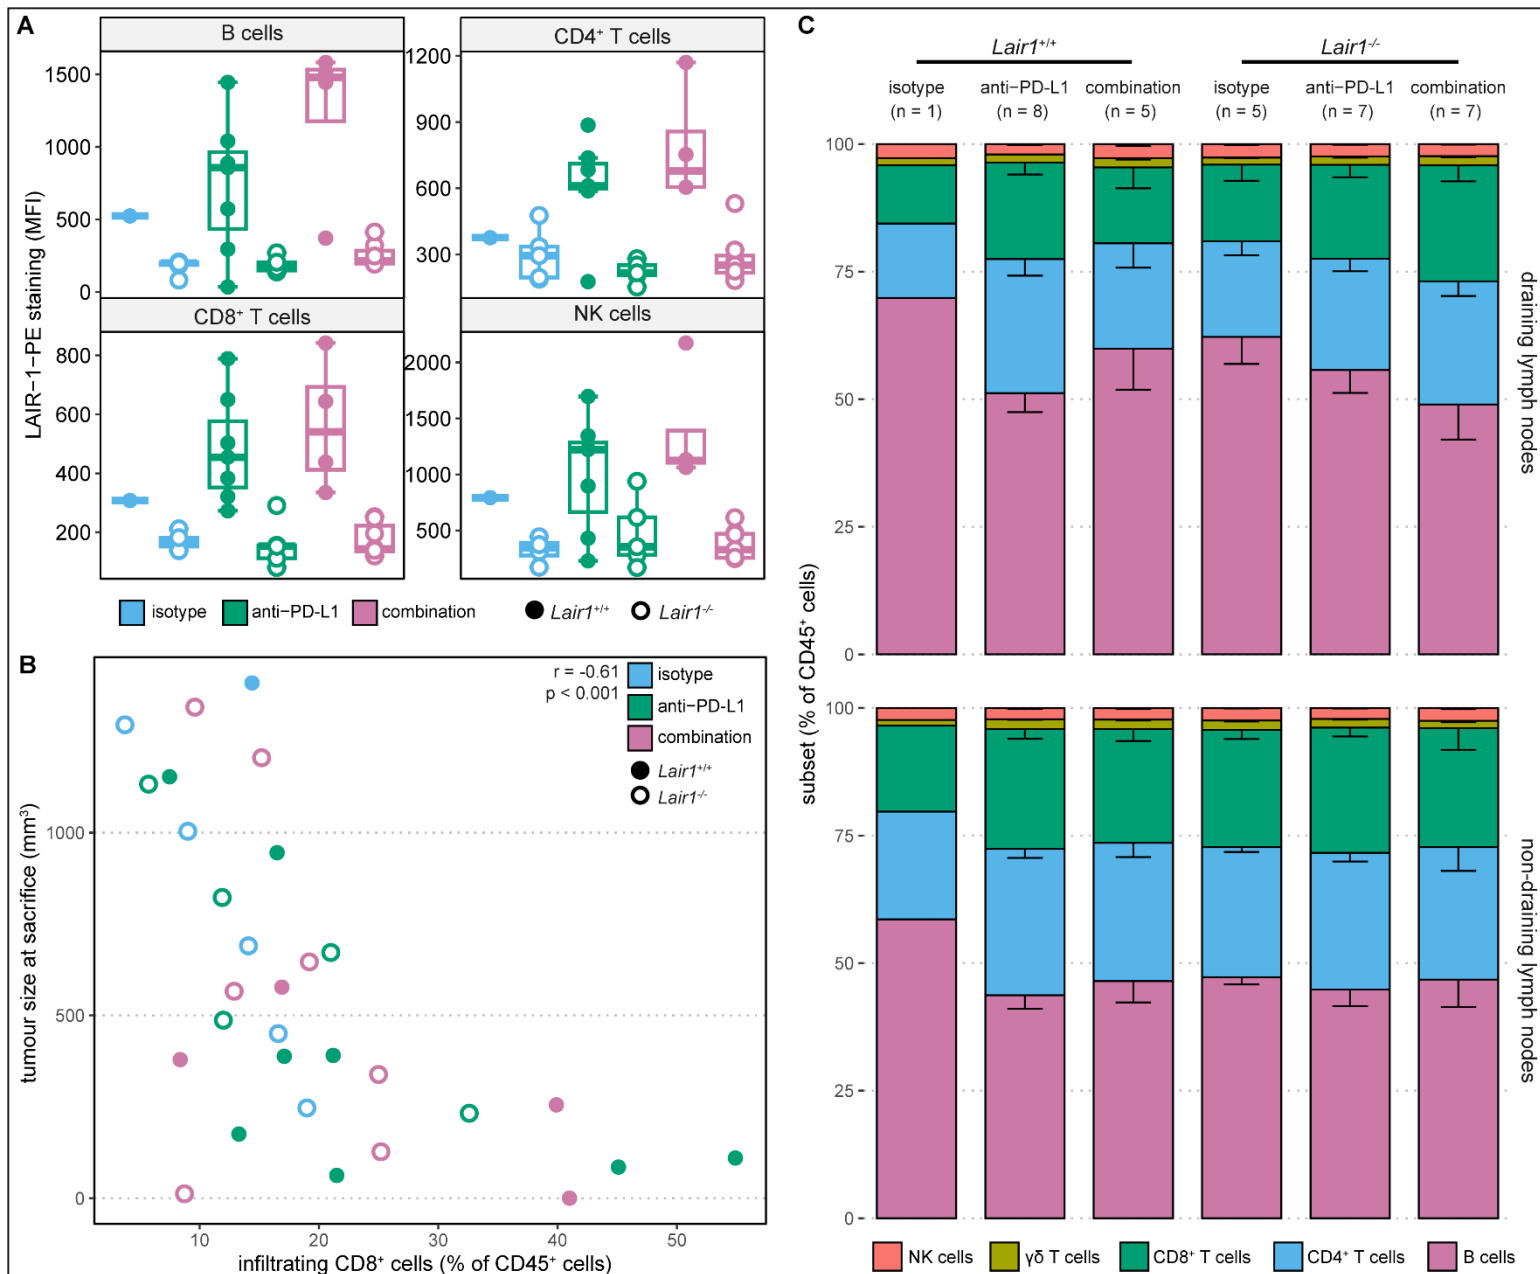

**Supplemental Figure 4. The NC410 treatment effect appears to require LAIR-1.** **A.** Tumours were collected from mice at sacrifice, and immune infiltrate was assessed by flow cytometry. The median fluorescence intensity of LAIR-1-PE was determined for B cells, T cells and NK cells ( $n = 1-8$  per treatment group). **B.** Tumours were collected from mice at sacrifice, and immune infiltrate was assessed by flow cytometry. The Pearson's correlation between tumour size at sacrifice was determined as a function of the fraction of infiltrating CD8<sup>+</sup> T cells ( $n = 1-8$  per treatment group). **C.** Draining (top) and non-draining (bottom) lymph nodes were collected from mice at sacrifice, and immune infiltrate was assessed by flow cytometry. Percentage of different lymphocyte subsets in CD45<sup>+</sup> immune cells are depicted for different treatment groups. Number of mice per group ( $n = 1-8$ ) is indicated in figure.

**Supplementary Table 1. Antibodies used for flow cytometry and immunofluorescence**

| <b>Target</b>      | <b>Fluorophore</b> | <b>Catalog number</b> | <b>Clone</b> | <b>Manufacturer</b> | <b>Dilution used</b> |
|--------------------|--------------------|-----------------------|--------------|---------------------|----------------------|
| CD25               | FITC               | 553071                | 7D4          | BD                  | 200                  |
| CD69               | PerCP-Cy5.5        | 551113                | H1.2F3       | BD                  | 100                  |
| LAIR-1             | PE                 | 12-3051-82            | 113          | eBioscience         | 600                  |
| CD4                | PE-CF594           | 562285                | RM4-5        | BD                  | 400                  |
| CD8a               | PE-Cy7             | 100722                | 53-6.7       | Biolegend           | 400                  |
|                    | BV421              | 563898                | 53-6.7       | BD                  | 400                  |
| TCR $\gamma\delta$ | APC                | 118116                | GL3          | Biolegend           | 100                  |
| CD45R/B220         | AF700              | 103232                | RA3-6B2      | Biolegend           | 200                  |
| CD161 (NK1.1)      | PE-Cy5             | 108716                | PK136        | Biolegend           | 100                  |
| CD62L              | PE-Cy7             | 25-0621-82            | MEL-14       | eBioscience         | 100                  |
| TCR $\beta$        | BV510              | 109234                | H57-597      | Biolegend           | 200                  |
| CD44               | BV605              | 103047                | IM7          | Biolegend           | 100                  |
| CD45               | BV711              | 103147                | 30-F11       | Biolegend           | 800                  |
| Granzyme B         | APC/Fire750        | 372210                | QA16A02      | Biolegend           | 100                  |
| Collagen I         | Unlabeled          | 1310-01               | Polyclonal   | SouthernBiotech     | 100                  |
| Goat-IgG           | AF488              | A11055                | Polyclonal   | Invitrogen          | 1000                 |

How the deposited data were processed for this re-analysis (not part of the article)

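RNA of naïve CD8+ T cells sorted from the spleens of 3 wild type mice was sequenced after 6 h in 4 conditions: with or without 2.5 µg/ml immobilized anti-CD3, each with 2.5 µg/ml anti-LAIR-1 (clone 2C7) or isotype control. The 12 libraries are 1 per mouse and condition, and the labels give each condition's libraries the mouse numbers 1 to 3. The paper reports on the 6 libraries with anti-CD3; the 6 unstimulated libraries were used for the additional observations.

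The deposited values are read counts per gene symbol. The authors made them by CEL-seq on a NextSeq 500, aligned read 2 to the mouse mm10 reference transcriptome with BWA MEM, discarded reads mapping equally well to multiple locations, and counted the rest with the MapAndGo script. The deposited counts are not normalized. The paper's text does not say whether reads with the same molecular identifier were collapsed, so that intervals and limits of detection drawn from the counts cover counting error only. Library totals ranged from 1781218 to 7725545 counts, with medians of 2304214 (unstimulated isotype), 3548881 (unstimulated anti-LAIR-1), 4883760 (anti-CD3 isotype) and 6204054 (anti-CD3 anti-LAIR-1). At these totals 3 counts are between 0.388 and 1.68 CPM.

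The 14323 symbols were matched to the GENCODE M21 annotation of GRCm38 and to RefSeq names, which gave 14273 matches, 13163 of them protein coding. As in the paper, genes that are not protein coding were left out after the test; 50 symbols without a match were left out with them. The GC content of the last 500 nt of each gene's transcripts was available for 98.9% of the symbols.

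Groups were compared with edgeR 4.0.16 (R 4.3.3): TMM normalization, genes filtered by filterByExpr, the quasi-likelihood F-test, and Benjamini-Hochberg adjustment over all genes tested, with a threshold of 0.05. The paper names DESeq2, which was run as an alternative (version 1.42.0, with apeglm 1.24.0 for shrunken fold changes). The comparisons were anti-LAIR-1 against isotype with anti-CD3 (the paper's comparison), the same without anti-CD3, anti-CD3 against unstimulated with isotype, and the interaction of the antibodies over all 12 libraries. Values in CPM (counts scaled to library size) are normalized by TMM. Standard errors given with edgeR are the absolute log2 fold change divided by the square root of the F statistic. They restate the test and are not a separate estimate. With 3 libraries per group, an exact permutation test of a single gene cannot give a two-sided p-value under 0.1, so that no such test was used.

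The pairing by mouse comes from the methods, which describe cells sorted per mouse and plated for culture, and from the mouse numbers of the libraries. The paper's text states no block for the mouse. Fits without the block are the reported ones and fits with it are given beside them. Over the 3 comparisons of 2 groups, deviations from the group means correlated across genes with a mean r of 0.0609 between libraries of the same mouse.

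Panels of 38 activation and 38 adhesion genes, and markers of other cell types, were written by hand before the data were examined. Panels were tested with camera of limma 3.58.1 on log2 CPM (prior count 2), with the correlation between genes estimated from the data. CD3-induced and CD3-repressed genes were those that changed by more than 1 on the log2 scale with anti-CD3 in the isotype libraries of 1 mouse, and the effect of anti-LAIR-1 on them was measured in the other 2 mice, against 10000 random gene lists of the same size matched on mean expression in 20 bins.

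Genes are named in the text if the paper names them from these data, if they encode LAIR-1 or a protein the paper measured in culture, if they belong to a panel, or if they are among the 5 highest or 5 lowest log2 fold changes of a comparison at an adjusted p-value under 0.05 with the same direction in all 3 mice.

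The alternatives were DESeq2's size factors and the upper quartile in edgeR, DESeq2's Wald test with and without the mouse number as a block, edgeR with the block, no filter on low counts, at least 10 counts in every library, all genes kept, all 12 libraries in the fit, shrunken fold changes, each library left out in turn, and for the panels and the CD3-induced and CD3-repressed genes a prior count of 0.5, a fixed correlation of 0.01 and a log2 threshold of 2. Removing each library's trend with GC content (loess span 0.3), centring each library on its mean log2 value, thinning every library to the smallest total and leaving out mitochondrial genes and Rn45s were chosen after the data were seen.

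The fits listed here were tested on simulated counts with 200 genes changed 2-fold, and other steps on counts simulated for them; some of these simulations were run only after the results were seen. Not simulated were DESeq2's size factors in edgeR, the other filters on low counts, shrunken fold changes, all 12 libraries in 1 fit and leaving out genes or libraries. The share of changed genes found was 78.0% for anti-LAIR-1 with anti-CD3, 74.0% without anti-CD3, 80.5% for anti-CD3 and 64.0% for the interaction, and in the first of these it was 74.5% in edgeR with the mouse number as a block, 72.5% with DESeq2, 59.0% in DESeq2 with the block, 78.5% with the upper quartile, 78.0% with centring and 60.0% after thinning. A GC trend added to the simulated counts made 93.4% of calls false, and 6.47% after its removal. The camera test passed for the 1 shifted set and for 1 of 200 unchanged sets.

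Gene Ontology enrichment and RegEnrich were left out, since no Gene Ontology annotation or regulator network was used here.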

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

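The tests of explanations in this part were chosen only after the counts of changed genes in the single comparisons were seen, apart from the test of shared isotype libraries, which was set before the data were examined.

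The effect of anti-LAIR-1 differed between cells with and without anti-CD3 by a test of the difference itself. In edgeR's quasi-likelihood test of the interaction, 186 of 8925 protein-coding genes had an adjusted p under 0.05, 164 with a higher and 22 with a lower effect of anti-LAIR-1 in the presence of anti-CD3. With the mouse number as a block there were 211, which held 98.4% of the 186. Of the 186 genes, 173 were also differentially expressed with anti-LAIR-1 in stimulated cells. In the unstimulated cells alone, which the paper does not report on, 0 of 8508 genes passed, and 365 genes (4.29%, where 5% are expected by chance) had an unadjusted p under 0.05; with the block there were 0 and 440, and the mean correlation of same-mouse deviations across genes was 0.0884. Of the 496 genes changed in stimulated cells, 468 were tested in unstimulated cells, and 260 of them (55.6%) had the same direction there. To keep the choice of genes apart from their measurement, genes were called in 2 of the mice with anti-CD3 and measured in the remaining mouse. Along the called direction, their median log2 difference there was 0.61 with anti-CD3 and 0.01 without (mean of the 3 choices of mouse), and 53.3% kept that direction without anti-CD3.

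Among the 5 interaction genes highest and the 5 lowest on the log2 scale, Cish (-1.92) passed in each of 20 other settings, and Ccl3 (-1.52) and Rbmx2 (-1.19) each passed in 17, out of 19 for Ccl3 and 20 for Rbmx2. Smpdl3a (2.07) and Ramp1 (3.57) passed in 12 of 19, Bcl2l1 (-1.21) in 10 of 20, Psg28 (4.74) in 11 of 19, Plekhm3 (4.11) in 9 of 19, and Zscan25 (4.20) and Ankrd26 (-2.53) in 7 of 19. Psg28, Zscan25, Plekhm3, Ramp1 and Ankrd26 had mean counts of 6.58 to 13.9 per library. Over the other settings, the log2 value ran from 3.13 to 9.06 for Psg28, 3.63 to 5.80 for Plekhm3 and 3.08 to 6.03 for Ramp1. It ran from 3.48 to 4.89 for Zscan25 and from -2.86 to -2.14 for Ankrd26.

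The lower depth of the unstimulated libraries was tested by thinning all 12 libraries to the smallest total, after which 324 genes were differentially expressed in stimulated cells, 274 of them among the 496, and the interaction gave 112 genes, 98 of them among the 186. In counts simulated at the depth and spread of the unstimulated libraries, 74.0% of 200 2-fold changes were found; smaller changes were not simulated. Low expression without anti-CD3 was tested by counts: 94.2% of the genes changed in stimulated cells had over 10 mean counts in unstimulated cells. This share pools higher and lower genes. Gzmb (-4.42) and Ifng (-4.26) did not pass the interaction, with adjusted p-values of 0.0854 and 0.425 in edgeR. Both had at most 1 count in unstimulated isotype libraries, so genes with a lower effect may be missed. The split of higher and lower interaction genes was not computed under centring. With the GC trend of each library removed, an alternative chosen after the data were seen, the interaction gave 181 genes, 167 of them shared. Of 32 assignments of the anti-LAIR-1 label within mice, 6 gave as many interaction genes as the real one, the real one included. All 6 are among the 8 assignments that left the labels of the stimulated libraries as they are, which gave 175 to 234 genes, and those that exchanged a stimulated pair each gave 0. In counts simulated with 200 genes changed 2-fold with anti-CD3 only, 5 of the 32 assignments gave as many genes as the real one and none of these exchanged a stimulated pair, so that the 6 do not speak against an effect confined to cells with anti-CD3. For the unstimulated comparison, 4 of the 4 splits that part the libraries of each mouse gave at least 0 genes, which no split can fail to do. Anti-LAIR-1 may therefore change RNA mainly in cells that receive anti-CD3. Whether it has smaller effects without anti-CD3 cannot be told from the count of assignments.

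A signal was also present in the comparison of anti-CD3 with unstimulated cells in the isotype libraries, which the paper does not report. Of 8450 protein-coding genes, 6030 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3007 higher and 3023 lower with anti-CD3. With the mouse number as a block there were 5971, of which 5925 were shared, and the mean correlation of same-mouse deviations across genes was 0.0261. Il2ra rose by 5.00 and Cd69 by 2.69 on the log2 scale. Several of the genes with the largest changes were at or under 3 counts in every library of 1 group, so that their changes are lower bounds. Sema7a was at least 126-fold higher, Tnfsf14 at least 23.6-fold, Spin4 at least 23.4-fold, Ifng at least 21.8-fold and Ak7 at least 10.3-fold higher with anti-CD3, and Gzmb at least 23.5-fold higher. St8sia6 was at least 25.7-fold lower, Il10ra at least 9.74-fold, Plekhm3 at least 9.23-fold and Nfam1 at least 4.86-fold lower, and Fam101b fell by 6.43 on the log2 scale. Of the 4 splits of the 6 libraries that part the libraries of each mouse, 1 gave as many genes, the real one; the 6 other splits part the libraries of 1 mouse only. Every split but the real one gave 0 genes. With 4 splits a share under 0.05 is out of reach whatever the data, so that this count alone cannot tell the result apart from a chance split. Depth was not tested separately for this comparison.

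The unstimulated libraries further showed how anti-LAIR-1 acted on genes that respond to anti-CD3. Over genes that rose with anti-CD3 in 1 mouse, the median effect of anti-LAIR-1 in the other 2 mice was -0.13 (log2, mean of the 3 choices of mouse), and 77.0% of them moved down. Over genes that fell with anti-CD3, it was 0.32, and 79.3% moved up. The libraries that define the genes were kept apart from those in which the effect was measured, since a shared isotype library would by itself give opposite directions. All 6 medians were outside the range of 95% of matched random gene lists. The mean limits of these lists were -0.01 and 0.01 for the induced and 0.02 and 0.05 for the repressed genes. Random lists drawn in the same mice measure neither the spread between mice nor the correlation of genes that respond together. The 6 medians also come from overlapping pairs of the same 3 mice, so they are not independent. A weaker response to anti-CD3 as a whole was tested on the genes changed by anti-LAIR-1: on average, 94.8% of the genes called in 2 of the mice moved there against the anti-CD3 change measured in the remaining mouse. Over all 3 mice together, 95.5% moved against the change in the isotype libraries, which share libraries with the comparison, and 90.6% against the change in the anti-LAIR-1 libraries. For the genes that anti-LAIR-1 changed, this is what a weaker response to anti-CD3 would give. Over all genes that respond to anti-CD3, 77.0% of the induced and 79.3% of the repressed moved against the anti-CD3 change. These shares neither show nor exclude a weaker response of every gene, since noise can also turn the sign of small differences. Whether less anti-CD3 was bound in the wells with anti-LAIR-1, which would give the same values, was not tested.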

How the results depend on the processing

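The alternatives were set before the data were examined, apart from thinning, the GC trend, centring and leaving out mitochondrial genes and Rn45s, and the upper quartile for the CD3-induced and CD3-repressed genes, which were chosen after the data were seen. "Other settings" are those set beforehand. For a single gene, keeping all genes repeats the reported fit, and shrunken fold changes keep DESeq2's adjusted p. These settings therefore cannot give a new verdict on a gene.

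The 496 genes changed by anti-LAIR-1 in stimulated cells became 221 in DESeq2 with the mouse number as a block and 324 after thinning to the smallest total, and from 287 to 419 genes passed across the 6 fits that each left out one replicate. Their count stayed within 1.5 times the 496 in the other alternatives run, from 415 genes in DESeq2 without the block to 715 without a filter on low counts, with 538 in edgeR with the mouse number as a block. The 272 genes with a fold change over 1.5 became 130 in DESeq2 with the block, and from 178 to 285 with one replicate left out. In simulated counts, 59.0% of 2-fold changes were found in DESeq2 with the block and 60.0% after thinning, against 78.0% in the reported fit. A lower sensitivity may thus be part of the falls to 221 and 324 genes. The causes of the other moves were not tested.

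The share of these genes that were higher with anti-LAIR-1 was 67.5% (335 higher and 161 lower). It was 79.6% with all 12 libraries in the fit (382 and 98). With each library centred on its mean log2 value it was 50.8% (285 and 276), and with the GC trend removed as well 49.3% (283 and 291). Removing the GC trend while keeping the TMM scaling gave 66.7% (330 and 165), so that the centring moved the split. That centring moved the median of all genes by -0.05.

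In unstimulated cells, no filter on low counts gave 3 genes, Glg1, Beta-s and Zfp963, and from 0 to 1 gene, Zfp963, passed with one replicate left out; these 3 genes are named here after their values were seen. The other settings, the block included, gave 0 genes, where 365 had an unadjusted p under 0.05 in the reported fit. The 186 interaction genes became 112 after thinning, and ranged from 100 to 179 with one replicate left out. There were 230 in DESeq2 without the block and 262 without a filter on low counts. The causes were not tested.

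The activation panel (median -0.24) passed only with the correlation between its genes fixed at 0.01 (-0.24, adjusted p = 1.0e-05 over the 2 panels in limma's camera test). The adhesion panel (0.34) did not pass with the mouse number as a block (0.34, adjusted p = 0.133 in limma's camera test) or without isotype replicate 3 (0.41, adjusted p = 0.0623 in limma's camera test). With one replicate left out, the median was -0.28 to -0.15 for the activation panel and 0.30 to 0.48 for the adhesion panel. Both kept their direction in the 11 alternatives run for each. The causes were not tested.

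The 6030 genes changed by anti-CD3 ranged from 5092 to 6494 over the other settings. With the upper quartile, the share that rose was 42.5% in place of 49.9%, and the median of all genes moved by -0.18, relative to which the changes with anti-CD3 are to be read. The medians of the CD3-induced and CD3-repressed genes kept their direction and stayed outside matched random lists in the 5 other settings, upper quartile included, at -0.18 and 0.54 with a log2 threshold of 2.

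Over the 32 genes named in stimulated cells, 538 values under the alternatives gave 498 on the same side of the threshold, 35 weaker, 5 stronger and 0 reversed. The 498 include the fit that keeps all genes, which could not differ for any gene. Those counted as weaker include the 16 values of genes that DESeq2 left out as too low, which were not tested there.

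Depth limits the genes named with mean counts of 15.3 to 20.7 per stimulated library, which DESeq2 filters out, and Lair1, which is too low to be tested.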

Differences from the paper's values

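Of the 16 log2 fold changes with anti-LAIR-1 that were read by eye from Supplemental Figure 1B and 1D, none had the other sign or differed from the value computed here by more than the SD of the differences in the 3 mice. The largest gap was 0.15, for Gzmb.

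The paper names Ybx1 as downregulated. Its log2 fold change here was -0.20 with an adjusted p of 0.0814 in edgeR's quasi-likelihood test, which does not pass 0.05. It passed in DESeq2 (0.0294), in DESeq2 with shrunken fold changes, which keeps that adjusted p, and in edgeR without a filter on low counts (0.0423), and in none of the 13 remaining alternatives set before the data were examined.

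Ybx3, Ube2b and Atf4 are labelled among the transcription (co-)factors in Supplemental Figure 1D, and the text names Foxo1 among those that changed. Ybx3 had an adjusted p of 0.0700 in edgeR, and passed in DESeq2 with and without shrunken fold changes (0.0159) and in no other of 16 settings. Foxo1 (0.0833 in edgeR), Ube2b (0.123) and Atf4 (0.163) passed in none of the 16. RegEnrich, which ranks these factors in the paper, was not run here.

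The paper states that lymphocyte activation pathways were downregulated, from Gene Ontology terms. The activation panel written by hand had a median of -0.24 and did not pass in limma's camera test (adjusted p = 0.165). Of its 33 genes, 26 were lower, and all 8 that were differentially expressed were lower, the direction the paper gives. The paper tested enrichment among differentially expressed genes, which is another test. The panel passed only with the correlation between its genes fixed at 0.01 (adjusted p = 1.0e-05 in limma's camera test).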

Other observations

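All tests of explanations in this part were chosen only after the results they are about were seen.

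For the genes changed by anti-LAIR-1 in stimulated cells, technical explanations were tested in turn. After thinning every library to the smallest total, 55.2% of the 496 genes still passed. With the GC trend of each library removed, 91.1% passed, and without mitochondrial genes and Rn45s 99.0%. RNA from other cell types could not be tested as planned. Of 23 marker genes of B cells, myeloid cells, CD4 T cells and NK cells, 0 were expressed highly enough to be tested. Fisher's exact test was thereby fixed at a one-sided p of 1. The counts of these markers together were 27 to 47 per library, or 5.3e-04% to 7.8e-04% of all counts. Such counts give little sign of these cell types, but how much of their RNA they would allow was not tested. Of the 4 splits of the 6 libraries that part the libraries of each mouse, 1 gave as many genes, the real one, and 1 gave as many with a fold change over 1.5, again the real one. Every other split gave 0 genes, the 6 that part the libraries of 1 mouse only included. Since 4 splits cannot give a share under 0.05 whatever the data, this count alone cannot tell the genes apart from a chance split. For the medians of the activation and the adhesion panel, 1 of the 4 splits was as far from 0 in each case, the real one; the farthest of the others reached 0.15 and 0.14, and of the splits that part 1 mouse 0.19 and 0.19.

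CD3-repressed genes rose more with anti-LAIR-1 than CD3-induced genes fell. Taken as the rise minus the fall on the log2 scale, the difference was 0.19 with TMM. Over TMM, relative log expression, the upper quartile and centring on the mean log2 value, the smallest difference was 0.093, under centring, and it was 0.19 with the GC trend removed, which hardly moved it and so shows only that little of it follows the GC trends of the libraries. The median absolute anti-CD3 change of the repressed genes was 1.14 times that of the induced genes, against a rise that was 2.51 times the fall. Under centring these were 1.12 and 1.52 times, so that the size of the asymmetry depends on the scaling. A hypothesis is that a share of the cells did not respond to anti-CD3 in the wells with anti-LAIR-1. A model in which a share of the RNA comes from cells at the unstimulated level was compared with one in which each gene's log2 anti-CD3 change is reduced in proportion, with each fitted in 1 mouse and scored in another, under TMM only. The share model had the lower mean error in 6 of the 6 choices of mice, with 0.23 against 0.25 on the log2 scale and 0.31 with no effect. It had the lower median error in 4 of the 6, and which of the errors would decide was not fixed beforehand. The fitted share was 5.47% to 8.51%. In simulated counts, the share model was preferred in 6 of 6 choices where a share was simulated, with a fitted share of 0.121 for a true 0.15, and in 0 of 6 where the reduction was in proportion, with a fitted share of 0.0606 where there was none. The size of the fitted share is therefore no evidence for such cells. Only the comparison of errors bears on them, but the share model gives a larger rise than fall by its form. Its mean medians were 0.23 for repressed and -0.07 for induced genes, against 0.19 and -0.17 with the reduction in proportion. The observed ones were 0.29 and -0.12. The lower error thus partly restates the asymmetry, which was smaller under centring, where the models were not compared. A share of cells without the anti-CD3 response may be part of the difference, and single-cell data would be needed to see it.

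The genes that fell most were compared with the limit that a share sets. Taken at face value, a share of 8.51% allows a fall of no more than 0.13 on the log2 scale. Of the genes called lower in 2 of the mice, on average 85.7% fell by more than that in the remaining mouse, with a mean of the medians of -0.46. The limit is not exact, since the fitted share is not: in counts simulated with a share of 0.15 alone, 49.3% fell by more than the fitted share allows, with a mean of the medians of -0.19. Counts simulated with a reduction in proportion gave 89.2% and -0.43. For these genes a fall within responding cells may thus be added to any share of cells that did not respond.

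Lair1 itself had 0 to 7 counts in each of the 12 libraries, so that the RNA of the receptor was not measurable at this depth. Beta-s, the only haemoglobin gene listed and named here after its values were seen, had its highest count in mouse 2 in each of the 4 conditions, with 232 and 637 counts without anti-CD3 and 164 and 344 with it, for isotype and anti-LAIR-1 in turn; no explanation was tested.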
